# Autophagy impairment in liver CD11c^+^ cells promotes non-alcoholic fatty liver disease through production of IL-23

**DOI:** 10.1038/s41467-022-29174-y

**Published:** 2022-03-17

**Authors:** Lauriane Galle-Treger, Doumet Georges Helou, Christine Quach, Emily Howard, Benjamin P. Hurrell, German R. Aleman Muench, Pedram Shafiei-Jahani, Jacob D. Painter, Andrea Iorga, Lily Dara, Juliet Emamaullee, Lucy Golden-Mason, Hugo R. Rosen, Pejman Soroosh, Omid Akbari

**Keywords:** Autophagy, Cytokines, Innate immunity, Liver

## Abstract

There has been a global increase in rates of obesity with a parallel epidemic of non-alcoholic fatty liver disease (NAFLD). Autophagy is an essential mechanism involved in the degradation of cellular material and has an important function in the maintenance of liver homeostasis. Here, we explore the effect of Autophagy-related 5 (Atg5) deficiency in liver CD11c^+^ cells in mice fed HFD. When compared to control mice, Atg5-deficient CD11c^+^ mice exhibit increased glucose intolerance and decreased insulin sensitivity when fed HFD. This phenotype is associated with the development of NAFLD. We observe that IL-23 secretion is induced in hepatic CD11c^+^ myeloid cells following HFD feeding. We demonstrate that both therapeutic and preventative IL-23 blockade alleviates glucose intolerance, insulin resistance and protects against NAFLD development. This study provides insights into the function of autophagy and IL-23 production by hepatic CD11c^+^ cells in NAFLD pathogenesis and suggests potential therapeutic targets.

## Abstract (web summary)

The function of autophagy and how this affects non-alcoholic fatty liver disease is not fully known. Here the authors show that in mice with a targeted disruption of the autophagy pathway in CD11c^+^ cells, development of NAFLD is accelerated involving IL-23 and blocking of IL-23 reduces disease.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most common form of chronic liver disease in the United States, affecting about 30% of the population and is becoming increasingly widespread because of the rising prevalence of obesity worldwide. Indeed, NAFLD is often associated with metabolic and cardiovascular disorders, such as obesity, insulin resistance, hypertension, dyslipidemia, and type 2 diabetes. NAFLD, which is reversible, is characterized by excess fat deposits in the liver (steatosis) and can subsequently lead to the more aggressive nonalcoholic steatohepatitis (NASH), which is associated with hepatic inflammation leading to apoptosis, fibrosis, and eventually cirrhosis, and hepatocellular carcinoma (HCC)^1,2^. Elucidating the mechanisms involved in the development of NAFLD is crucial in developing effective treatments for patients and discovering preventive methods for individuals at high risk for NAFLD and other potentially serious complications such as HCC.

Autophagy is the intracellular process responsible for the regulated recycling of damaged organelles and the degradation of cytosolic materials. Targeted cytoplasmic components are sequestered by double-membrane vesicles named autophagosomes, which then fuse with lysosomes to release enzymes that degrade the content of the merged vesicles^3–6^. Autophagy-related 5 (Atg5) is a key protein involved in the extension of the phagophore membrane in autophagic vesicles and has a critical function in the autophagy mechanism. Previous studies have shown that dysregulation of autophagy can regulate lipid accumulation, injury, and inflammation, leading to fibrosis and carcinogenesis in NAFLD^7^. Indeed, hepatic autophagy is known to be impaired in NAFLD^8–11^. Thus far, the specific activity of autophagy in hepatic myeloid cells during NAFLD development has not been clearly defined.

Prior studies have shown that high-fat diet (HFD) treatment induces the expression of CD11c in myeloid cells^12–14^. Interleukin-23 (IL-23) is a heterodimeric cytokine comprising of the IL-12p40 and IL-23p19 subunits and has been well documented as a critical driver of multiple inflammatory conditions^15^. Notably, our group has shown that deletion of autophagy in CD11c^+^ dendritic cells (DCs) was associated with increased levels of pro-inflammatory cytokine secretion, particularly IL-23^16^. We analyzed a previously published transcriptome analysis of livers from patients with advanced NAFLD compared to mild NAFLD. The results suggest that disease severity is associated with decreased expression of genes related to autophagy and increased activation of the IL-23 pathway genes^17^.

Here, we analyze the activity of autophagy in hepatic myeloid cells using a model of *Atg5* deletion in CD11c^+^ cells, Atg5 CD11c^KO^ mice which develop NAFLD and insulin resistance when administered a high-fat diet. In addition, Atg5 CD11c^KO^ mice have increased IL-23 secretion in hepatic CD11c^+^ myeloid cells. Utilizing a neutralizing antibody against IL-23^18,19^, we demonstrate that preventative inhibition of IL-23 not only protects against the development of glucose intolerance and insulin insensitivity, but could also dampen the development of NAFLD. Interestingly, we further demonstrate that therapeutic anti-IL-23 treatment could ameliorate the established glucose homeostasis impairment and prevent the development of NAFLD. Our findings provide insights on the function of IL-23 induction in NAFLD development and introduce IL-23 as a potential therapeutic target in NAFLD.

## Results

### NAFLD patients have decreased autophagy and increased IL-23 pathway

We extracted and reanalyzed a liver transcriptome dataset from a previously published study with 40 mild NAFLD and 32 advanced NAFLD patients (Fig. 1a)^17^. The genes are shown as their moderated t-statistic value which is calculated based on the fold change (FC) between patients with advanced NAFLD compared to mild cases, as defined by the NASH activity score (NAS). Interestingly, we observed that the expression of autophagy-related genes such as *BECN1*, *GABARAP*, *RAB7A*, *MAP1LC3*, *ATG5*, and *RAB7A* was decreased in livers of advanced NAFLD patients. These genes are critical for autophagy and are involved in different steps of the autophagy process. Indeed, *BECN1* is important for autophagy initiation; *RAB7A*, *MAP1LC3*, *ATG5* are crucial for autophagosome membrane elongation whereas *RAB7A* is involved in autophagosome trafficking and fusion with lysosomes. We also observed that the expression of genes associated with the IL-23 pathway was induced in livers of patients with advanced NAFLD (Fig. 1a). IL-23 activity in inflammation is associated with a unique gene signature that includes *IL17A*, *IL23A*, *CCL20*, and *IL1R1*. These gene expressions were notably increased in the livers of patients with advanced NAFLD. In parallel, we also extracted and reanalyzed a liver transcriptome dataset from another previously published study on mice fed either a normal chow diet (NCD) or a 40% HFD for five weeks (Fig. 1b)^20^. Genes are presented as expression FC values between NCD and HFD. Similar to what we observed in human liver samples, autophagy-related genes such as *Atg5*, *Gabarap*, *Atg13*, *Bnip*, *Map1lc3a*, and *Becn1* were reduced in the livers of mice fed HFD. Genes such as *Il22*, *Il17ra*, *Il17rb*, and *Il23a* involved in the IL-23 pathway were induced in samples derived from HFD mice. These results validate the mouse HFD model as a clinically relevant early translational model to study the pathogenesis and mechanisms of human NAFLD.

**Fig. 1:**
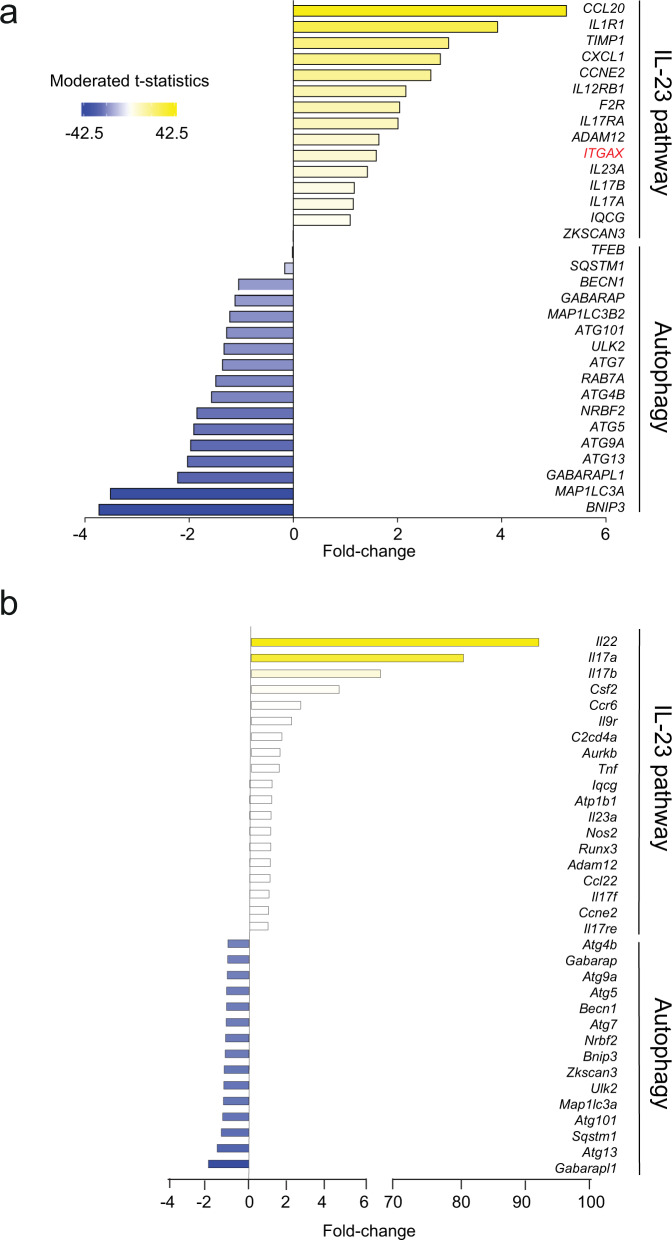
Autophagy genes are inhibited in human and mouse livers in lipid-rich contexts. **a** Color-coded histogram of the expression levels of genes associated with the IL-23 pathway or the autophagy mechanism. The genes are shown as their moderated *t*-statistic value which is calculated based on the fold-change between patients with advanced NAFLD compared to mild cases. Transcriptome data was obtained and reanalyzed for 72 patients (40 patients with mild NAFLD and 32 patients with advanced NAFLD). **b** Color-coded histogram of the expression levels of genes associated with the IL-23 pathway or the autophagy mechanism. The genes are shown as their fold-change values between WT mice fed NCD or HFD for 7 weeks (*n* = 2).

### HFD induces CD11c and represses autophagy in hepatic CD11c^+^ cells

Intriguingly, the expression of *ITGAX* which codes for the CD11c integrin was also highly induced in liver samples from advanced NAFLD patients (Fig. 1a). Traditionally, CD11c expression is considered a marker of DCs, however, studies have established that CD11c expression is also induced in lipid-rich conditions in myeloid cells^12–14^. To confirm our observation that CD11c expression is affected by high-lipid content, we fed NCD or HFD to C57BL/6 mice for 14 weeks and assessed CD11c expression by flow cytometry on live hepatic CD45^+^ cells (Fig. 2a). In response to the HFD treatment, we observed that CD11c expression was strongly induced in hepatic immune cells with the percentage of hepatic CD45^+^ CD11c^+^ cells increasing from 18 to 34%. This result is consistent with our previous observation that *ITGAX* expression was increased in the livers of patients with advanced NAFLD^17^.

**Fig. 2:**
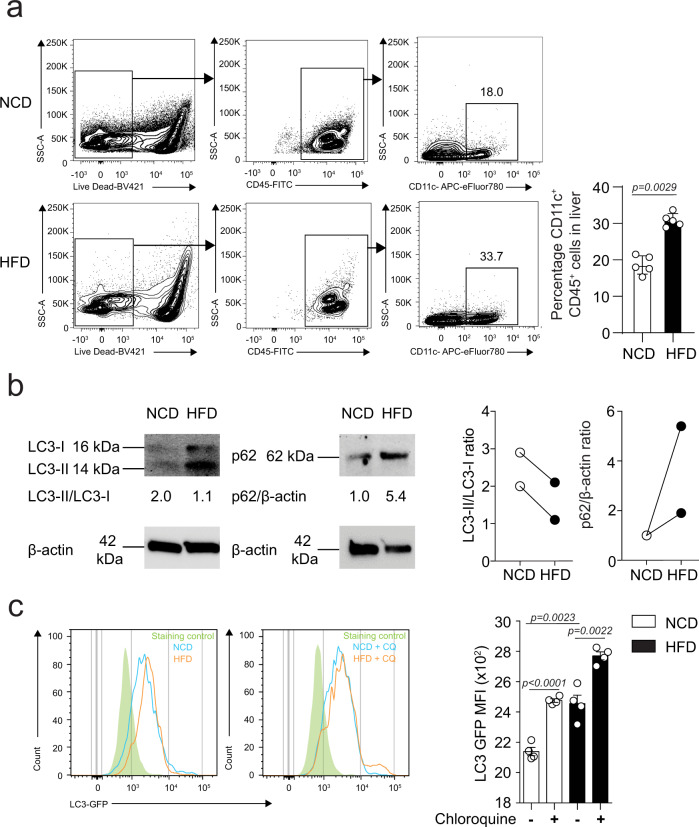
HFD induces CD11c expression and impairs the autophagic flux in hepatic CD11c^+^ cells. **a** Gating strategy of hepatic CD11c^+^ CD45^+^ cells isolated from C57BL/6 mice fed NCD or HFD (left panel). Percentage of hepatic CD11c^+^ CD45^+^ cells (right panel), *n* = 5 mice. **b** Western blot analysis of LC3-I/II and p62 levels in hepatic CD11c^+^ cells isolated from C57BL/6 mice (NCD vs. HFD) (left panel showing LC3 bands and a middle panel showing p62 bands). Densitometric quantification of LC3II/LC3I ratio (normalized to β-actin) and p62/β-actin (right panel), *n* = 2 independent experiments. **c** Flow cytometry quantification of LC3 expression in hepatic CD11c^+^ cells isolated from C57BL/6 mice (NCD vs. HFD) and cultured for 15 h in the presence or absence of chloroquine (CQ at 25 μM), *n* = 4 mice. Error bars are the mean ± SD, two-tailed Student’s *t* test. Experiments were performed at least two times. Source data are provided as a Source Data file.

Next, we assessed the effect of HFD exposure on autophagic flux in CD11c^+^ cells isolated from the livers of C57BL/6 mice. We measured the conversion of LC3-I to LC3-II and p62 protein expression by Western Blot (Fig. 2b). Upon autophagy initiation, LC3-I is converted by a protein complex into the LC3-II form. LC3-II is a well-characterized protein that localizes to the autophagosome membrane during the autophagy process from phagophore to lysosomal degradation. The p62 protein, a cargo adapter, interacts with autophagic substrates and delivers them to autophagosomes for degradation. In the process, p62 itself is degraded and when autophagy is induced, a corresponding decrease in p62 levels is observed. Our results showed that CD11c^+^ cells isolated from mice fed HFD had decreased levels of LC3-I to LC3-II conversion and high accumulation of p62, as compared to mice fed NCD (Fig. 2b). The data in Fig. 1b do not show an upregulation in the transcript levels of p62 encoding gene (*Sqstm1*) in the livers of HFD-fed mice, suggesting that p62 accumulation is due to a defect in protein degradation rather than transcriptional upregulation. To check the effect of HFD on LC3 degradation, we treated CD11c^+^ cells isolated from the livers of LC3-GFP mice (NCD vs. HFD) with chloroquine (CQ), an autophagy inhibitor, and measured by flow cytometry the intensity of the GFP signal. Without the CQ treatment, hepatic CD11c^+^ cells isolated from mice fed HFD had an elevated baseline accumulation of total LC3 protein compared to cells isolated from mice fed NCD. Interestingly, the total LC3 protein levels were even higher after CQ treatment confirming that autophagy is inhibited in CD11c^+^ cells under HFD conditions and lysosomal degradation is disrupted (Fig. 2c). Since autophagy is a dynamic process, we also treated hepatic CD11c^+^ cells isolated from C57BL/6 mice fed NCD or HFD with CQ and quantified LC3 conversion and p62 protein levels by Western Blot (Supplementary Fig. 1a, b). Our results showed that in the presence of CQ, LC3-I to LC3-II conversion was highly impaired in the hepatic CD11c^+^ cells from WT mice fed HFD, in association with an aberrant p62 accumulation. Collectively, these data confirm a diminished autophagic degradation activity in hepatic CD11c^+^ cells under HFD conditions.

### DCs accumulate in the livers of Atg5 CD11c^KO^ mice fed HFD

Following the observations that HFD treatment induced CD11c expression and also impaired autophagic flux in hepatic CD11c^+^ cells, we next conditionally deleted Atg5 in CD11c^+^ cells (Atg5 CD11c^KO^ mice) and used floxed littermate wild-type (WT) mice as controls. We first confirmed the efficiency and the specificity of the *Atg5* deletion by RT-qPCR in Atg5 CD11c^KO^ mice fed NCD. As previously described^16^, Atg5 CD11c^KO^ mice do not express Atg5 in hepatic CD11c^+^ cells, and the expression of Atg5 is unchanged in hepatic CD11c^-^ cells as compared to WT mice (Supplementary Fig. 1c). After 14 weeks of NCD or HFD feeding, CD11c expression was assessed in the different hepatic myeloid subpopulations. Hepatic myeloid cells are highly heterogeneous, and their different subsets are still being characterized. In our gating strategy, neutrophils are excluded according to their high side scatter (Supplementary Fig. 1d) and monocytes are identified as Ly6C^hi^CD11b^+^ cells on gated live CD45^+^ cells. From Ly6C^-^ populations, macrophages are gated as CD64 and F4/80 double-positive cells. Recently, multiple populations of liver macrophages including TIM4^+^CLEC4f^+^ resident Kupffer cells (TIM4^+^ KC), TIM4^−^CLEC4f^+^ monocyte-derived Kupffer cells (TIM4^−^ KCs) and CLEC4f^−^ macrophages have been identified (Fig. 3a)^21^. Therefore, we examined if these macrophage subpopulations were expressing CD11c and how *Atg5* deletion affected the expression of the CD11c integrin in mice fed NCD or HFD (Fig. 3b, c). We also examined the effect of autophagy deletion on DCs, identified as CD11c and MHC-II double-positive cells. We observed that HFD increases CD11c expression in the CLEC4f^−^ macrophage subpopulation of WT mice, while Atg5 CD11c^KO^ mice display high expression under both NCD and HFD conditions. In parallel, there was no difference in the levels of CD11c expression in TIM4^-^ and TIM4^+^ KC subpopulations in WT and Atg5 CD11c^KO^ mice fed NCD or HFD (Fig. 3b). Next, we measured the percentages of the hepatic myeloid subpopulations in the four different mouse groups (Fig. 3c). Feeding HFD increased the percentages of CLEC4f^−^ macrophages and TIM4^−^ KC in WT and Atg5 CD11c^KO^ mice, however, the TIM4^+^ KC subpopulation that displays a relatively low expression of CD11c was decreased in both groups. Interestingly, the percentages of DCs (CD11c^+^ MCH-II^+^) were significantly increased only in Atg5 CD11c^KO^ mice fed HFD (Fig. 3c).

**Fig. 3:**
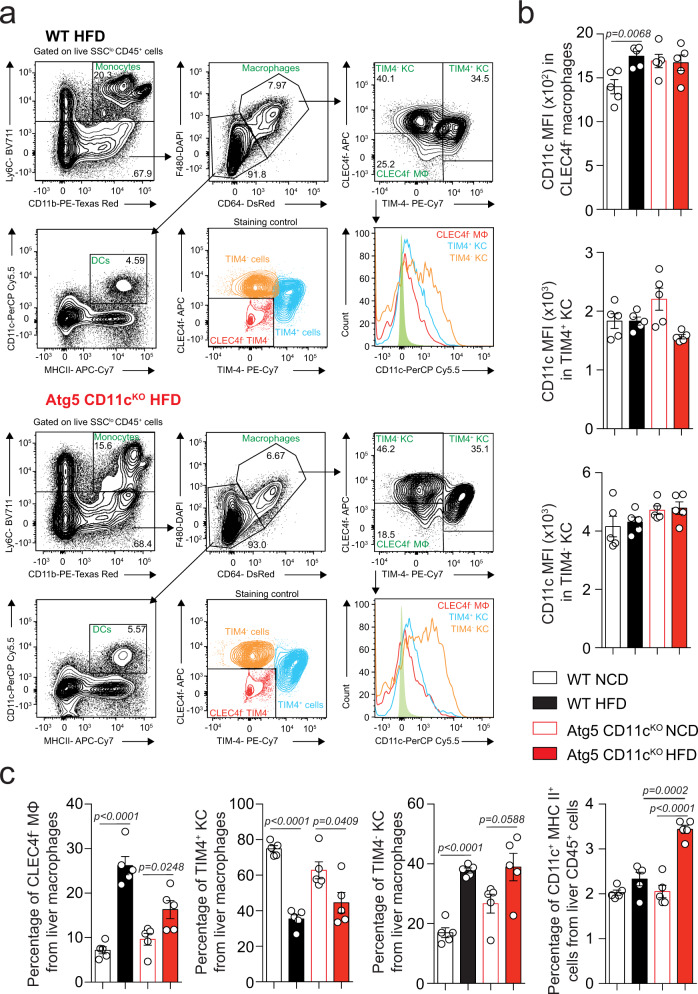
Loss of Atg5 increases dendritic cell accumulation in mice fed HFD. **a** Gating strategy was used to identify myeloid populations in mice fed NCD or HFD for 14 weeks (top panel WT cells, bottom panel Atg5 CD11c^KO^ mice). The level of isotype-matched stain defines TIM4^−^ CLEC4f^−^ population and discriminates TIM4^+^ and TIM4^−^ cells. **b** Histogram of CD11c expression in macrophage subpopulations (CLEC4f^−^ macrophages, TIM4^+^ KC and TIM4^−^ KC) from WT and Atg5 CD11c^KO^ mice. **c** Percentage of CLEC4f^-^ macrophages, TIM4^+^ KC and TIM4^−^ KC from total liver macrophages in WT and Atg5 CD11c^KO^ mice (NCD vs. HFD). Error bars are the mean ± SD, ns nonsignificant, two-tailed Student’s *t* test, *n* = 5 mice. Experiments were performed three times. Source data are provided as a Source Data file.

In parallel, we did not notice any effect of *Atg5* deletion on percentages of CD11c^+^ cells in visceral adipose tissue (VAT) or spleen in NCD-fed Atg5 CD11c^KO^ mice (Supplementary Fig. 1e–h). Similarly, we observed no effect of *Atg5* deletion on percentages of VAT myeloid cells in HFD-fed Atg5 CD11c^KO^ mice (Supplementary Fig. 2a, b). Altogether these results demonstrate that regardless of the mice genotype, HFD is associated with an accumulation of recruited macrophage population (TIM4^−^ KC, and CLEC4f^−^ macrophages) expressing high levels of CD11c. Additionally, HFD results in the loss of resident macrophages (TIM4^+^ KC) expressing low levels of CD11c, while HFD feeding in Atg5 CD11c^KO^ remarkably induces DC accumulation.

### Atg5 CD11c^KO^ mice fed HFD develop high insulin resistance and NAFLD

To study the effect of autophagy deletion in a lipid-rich context, WT and Atg5 CD11c^KO^ mice were fed HFD for 14 weeks. NAFLD development is associated with comorbidities including obesity, insulin resistance, and Type 2 diabetes. Based on these principles, we examined a variety of metabolic parameters to assess whether deletion of autophagy in CD11c^+^ cells would alter the development of insulin resistance (Fig. 4a). We observed that both groups had increased total weights and fasting blood glucose levels in response to the HFD treatment, however, Atg5 CD11c^KO^ mice had higher total weights and fasting glucose levels when compared to controls (Fig. 4b, c). We also measured the serum insulin levels in control and Atg5 CD11c^KO^ mice after 14 weeks of HFD. Atg5 CD11c^KO^ mice had serum insulin levels twice as high as concentrations observed in WT mice (Fig. 4d). Glucose tolerance and insulin sensitivity were also tested and quantified at 14 weeks (Fig. 4e, f). Atg5 CD11c^KO^ mice were less tolerant to glucose and less sensitive to insulin with increased area under the curve (AUC) for both tests. These results indicate that deletion of *Atg5* in CD11c^+^ cells induces insulin resistance.

**Fig. 4:**
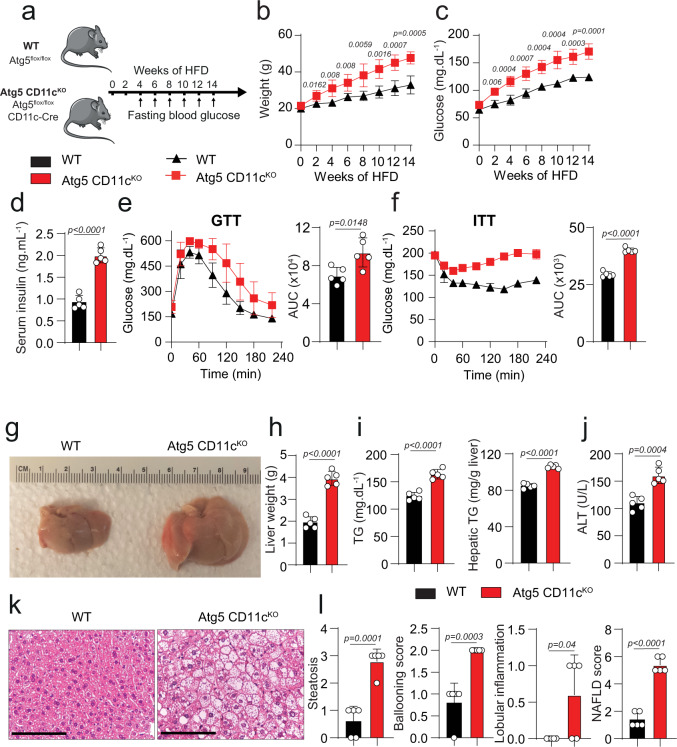
*Atg5* deletion in CD11c^+^ cells induces insulin resistance in mice. **a** WT and Atg5 CD11c^KO^ mice were fed HFD for 14 weeks according to the scheme, *n* = 6. **b** Total weight and **c** fasting blood glucose levels were measured every 2 weeks for 14 weeks. **d** Serum insulin concentrations were measured by ELISA after 24 weeks of HFD. Glucose tolerance test (**e**) and insulin tolerance test (**f**) were performed on WT and Atg5 CD11c^KO^ mice fed HFD and treated for 14 weeks. The corresponding area under the curve was calculated for each group. **g** Photos of the dissected liver after perfusion. **h** Liver weights were measured after 14 weeks of HFD. **i** Serum (left) and hepatic (right) triglyceride levels was measured after 14 weeks of HFD. **j** Serum ALT was measured by colorimetric assay. **k** Representative hematoxylin and eosin-stained hepatic sections (×400), scale bars, 100 µm. **l** Histology score for steatosis, hepatocyte ballooning, lobular inflammation, NAFLD Activity Score, and fibrosis was quantified. Error bars are the mean ± SD, two-tailed Student’s *t* test, *n* = 5 mice. Experiments were performed three times. Source data are provided as a Source Data file. Mouse image provided with permission from Servier Medical Art.

After 14 weeks of exposure to HFD, mice were euthanized. Explanted livers from Atg5 CD11c^KO^ mice were pale and twice as heavy as control livers, highlighting the development of hepatomegaly and suggesting steatosis (Fig. 4g, h). Hepatomegaly in Atg5 CD11c^KO^ mice could not be attributed to total body weight gain after HFD, as the liver weight to total body weight ratio was significantly higher in Atg5 CD11c^KO^ mice when compared to WT controls (Supplementary Fig. 3a). Atg5 CD11c^KO^ mice also had increased VAT weight compared to WT controls (Supplementary Fig. 3b). We phenotyped Atg5 CD11c^KO^ and WT mice with metabolic cages and analyzed their body composition by nuclear magnetic resonance (NMR) spectroscopy. Consistently with our previous observation Atg5 CD11c^KO^ mice had a higher percentage of fat mass (Supplementary Fig. 3c). Although we observed no difference in energy expenditure, Atg5 CD11c^KO^ mice had increased food intake and were more active at night during feeding time (Supplementary Fig. 3d–f). To confirm that the observed phenotypic differences were not due to a difference in microbiota, we co-housed Atg5 CD11c^KO^ and WT mice together in the same cages. After 14 weeks of HFD, the phenotypic differences such as increased total weight, liver/total weight ratio, VAT weight, and fasting blood glucose in Atg5 CD11c^KO^ mice remained the same (Supplementary Fig. 3g–j).

We also assessed the metabolic parameters in Atg5 CD11c^KO^ and WT mice fed NCD for 14 weeks. We did not note any difference in total weight, liver weight, fasting blood glucose, and ALT levels between groups (Supplementary Fig. 3k–n). Overall, these observations demonstrate that the described metabolic differences are independent of the microbiota but are induced after chronic HFD exposure.

Next, we measured serum and liver triglycerides (TG) levels (Fig. 4i) and determined that Atg5 CD11c^KO^ mice had higher circulating and hepatic concentrations of TG. To explore if the hepatomegaly and the abnormal TG accumulation in the liver of Atg5 CD11c^KO^ mice resulted in liver inflammation, we quantified the serum alanine aminotransferase levels (ALT). ALT levels were increased in hepatic CD11c^+^ cells in Atg5 CD11c^KO^ mice when compared to controls (*p* < 0.05, Fig. 4j). Histological analysis was conducted to evaluate steatosis, ballooning, lobular inflammation, and NAS of control and Atg5 CD11c^KO^ mice (Fig. 4k, l). After comparison between the two groups, we identified that Atg5 CD11c^KO^ mice had more steatosis, ballooning, and lobular inflammation compared to WT mice resulting in an increased NAS score. These observations are consistent with the hematoxylin and eosin (HE) staining shown in Fig. 4k. These data establish that deletion of *Atg5* in CD11c^+^ cells in mice induces hepatomegaly and the development of NAFLD leading to liver dysfunction.

### *Atg5* deletion in hepatic CD11c^+^ cells increases IL-23 production

To investigate the mechanism of action associated with the induction of NAFLD development in CD11c^+^ cells from Atg5 CD11c^KO^ mice, we analyzed the gene expression profile from control and Atg5 CD11c^KO^ mice after being fed HFD for 14 weeks (Fig. 5a). Using RNA-sequencing (RNA-seq), we determined the effect of *Atg5* deletion in CD11c^+^ cells. 

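The deposited data for this experiment are gene counts from 6 libraries of hepatic CD11c+ cells, a fraction that holds DCs and CD11c-expressing macrophages. The methods name CD11c MicroBeads for the isolation, while the legend of Fig. 5b calls the cells sorted, and the reporting summary describes a sort of live CD45+ CD11c+ cells. The cells came from mice fed HFD, with 60% of calories from fat, for 14 weeks. Each library was made from 10 ng of RNA and sequenced on an Illumina NextSeq. The labels give 3 WT libraries, numbered 21, 22 and 23, and 3 Atg5 CD11c KO libraries, numbered 25, 26 and 27, while the legend of Fig. 5b gives n = 6. The reporting summary counts the sorted cells per mouse, but the sources used here do not say from which mouse or mice each library came, so the p-values given for this experiment measure the spread between libraries.
Atg5, the gene deleted in CD11c+ cells, lies on chromosome 10 of mm10 from 44268358 to 44364291. In counts scaled to library size (CPM, with TMM factors), it was at 54.0 CPM in WT 21 and 49.8 CPM in WT 22, but at 22.1 CPM in the library labelled WT 23. The 3 Atg5 CD11c KO libraries had 21.3, 21.0 and 20.8 CPM. The library labelled WT 23 therefore did not have the Atg5 level of the other WT libraries. By RT-qPCR in other mice, the paper reports a loss of Atg5 in CD11c+ cells of Atg5 CD11c KO mice (Supplementary Fig. 1c), while in the source data of that figure the low values stand in the row named CD11c- cells. Those mice do not settle the genotype of a library here. The primer that the paper names exon3-1 matches exon 3 of 8 in the transcript Atg5-201, from 44289863 to 44289990, which is 5.44% of the transcript's length. The counts are per gene, so reads from the other exons still count toward Atg5 where exon 3 is removed. Itgax, which encodes CD11c, ranged from 432 CPM in WT 21 to 492 CPM in Atg5 CD11c KO 25.
Over all genes tested, the log2 CPM of the library labelled WT 23 correlated with those of the Atg5 CD11c KO libraries at r = 0.980 to 0.982, and with WT 21 and WT 22 at r = 0.947 and 0.949, where genes are not independent replicates. WT 21 and WT 22 correlated at r = 0.974. Transcripts of other cell types followed the same division. The 29 pancreatic acinar genes of a list chosen after the values were seen held 2.75% of all counts in WT 21 and 2.73% in WT 22, against 0.0538% in the library labelled WT 23 and 0.0549%, 0.0577% and 0.0563% in Atg5 CD11c KO 25, 26 and 27. The 40 hepatocyte markers of a list fixed beforehand held 0.466% and 0.459% of counts in WT 21 and WT 22, 0.141% in the library labelled WT 23, and 0.140% to 0.143% in the Atg5 CD11c KO libraries. Neither the labels nor the paper name a sequencing or library batch.
The submitters' processing notes name bcl2fastq, STAR and Partek, with the build mm10, and the counting step is not given in the sources used here. The deposited counts are estimated counts for 31426 genes, and 32.9% of the values, zeros included, are whole numbers within 1e-06. They sum to 32693327, 34034675 and 31064570 in the libraries labelled WT 21, 22 and 23, and to 31103044, 32699529 and 31745166 in Atg5 CD11c KO 25, 26 and 27. The counts were rounded, genes with low counts were left out by edgeR's filter, and libraries were scaled by TMM. Genotypes were then compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, first over the 6 libraries as labelled and then without the library labelled WT 23. Leaving out each library in turn had been fixed before the data were examined, but this library was singled out from its values.

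**Figure D1:**
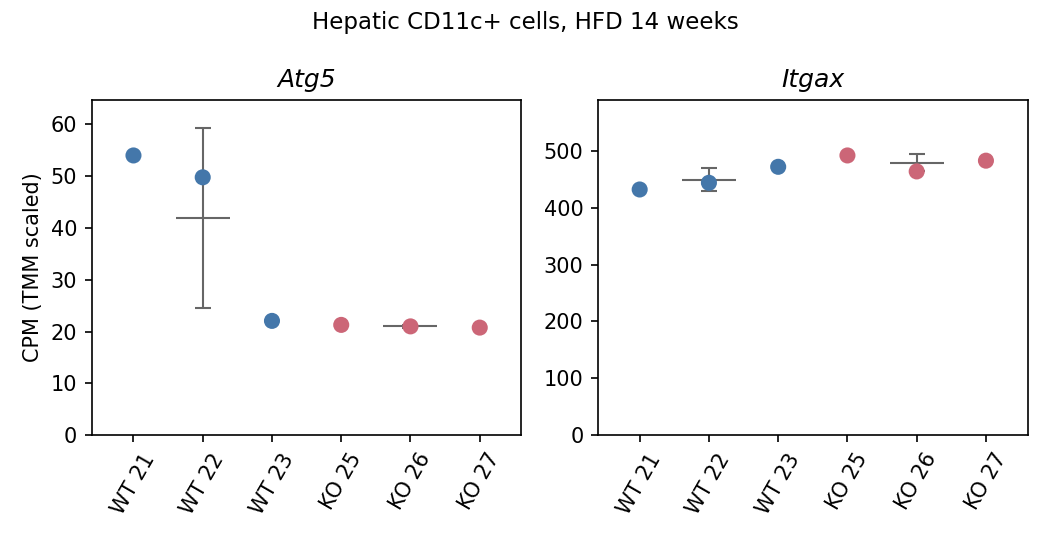
CPM (TMM scaled) of Atg5 and Itgax in each library. Points are libraries, blue for those labelled WT and red for Atg5 CD11c KO (KO), and the bars give the mean and SD of each labelled group of 3. For Atg5, the library labelled WT 23 sits at 22.1 CPM, beside the Atg5 CD11c KO libraries.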

The whole transcriptome is shown as a volcano plot based on the *p*-value (*p*-val) and expression FC of each analyzed gene (Fig. 5b). Genes that were significantly affected by *Atg5* deletion with a two-FC are either shown in orange (upregulated) or shown in blue (downregulated). 

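Without the library labelled WT 23, the genes that rose in Atg5 CD11c KO cells included the markers of lipid-associated macrophages, and the genes that fell included markers of plasmacytoid DCs and hepatocytes. In that comparison of 2 WT with 3 Atg5 CD11c KO libraries, 2900 of 18241 genes were higher and 2755 were lower at an adjusted p under 0.05 from edgeR. Over all 6 libraries as labelled, no gene was higher or lower at that level among 17499 genes, while 2515 had an unadjusted p under 0.05 and DESeq2 called 44 genes higher and 372 lower. At the thresholds of Fig. 5b, an unadjusted p under 0.05 with a 2-fold change, 128 genes were higher and 695 were lower over all 6 libraries, and 941 and 1327 without the library labelled WT 23. The Atg5 level of the library left out was that of the Atg5 CD11c KO libraries, and the directions of single genes and gene groups were taken from the comparison without it. The 2 WT libraries differed little in their use of immunoglobulin and T cell receptor V genes, and so did the 3 Atg5 CD11c KO libraries. Each group may therefore be repeat libraries of a single RNA source. The p-values and SDs of that comparison would then measure technical spread, not spread between animals. The counts come from a mixed fraction of DCs and macrophages. For all genes and lists, a shift in the mix of cells cannot be told apart from a change within cells.
All 16 markers of lipid-associated macrophages were higher, also when adjusted over the list alone, with a median log2 fold change of 2.31 (camera, adjusted p = 8.1e-23, and adjusted p = 0.039 with an estimated correlation). Gpnmb, a glycoprotein of lysosomes and the cell surface, lies on chromosome 6 of mm10 from 49036546 to 49070929. It rose from 26.2 ± 2.66 CPM (SD, n = 2) in WT 21 and WT 22 to 1011 ± 19.6 CPM (SD, n = 3) in Atg5 CD11c KO cells, a log2 fold change of 5.27 (standard error 0.06, adjusted p = 4.8e-14 from edgeR). Mmp12, macrophage elastase, had a log2 fold change of 3.65 (standard error 0.04, adjusted p = 3.7e-14 from edgeR). In the library labelled WT 23, Gpnmb was at 1021 CPM and Mmp12 at 840 CPM. Over all 6 libraries as labelled, the median of the lipid-associated macrophage markers was 1.12 (camera, adjusted p = 1.4e-08, and 0.48 with an estimated correlation). Gpnmb and Mmp12 had log2 fold changes of 1.499 and 1.328 there, and neither passed (edgeR, adjusted p = 0.56 and 0.49). Without the library labelled WT 23, 20 of 28 lysosomal genes were higher and 4 lower (21 and 4 when adjusted over the list alone). Among them were the proteases Ctsd, Ctss and Ctsb at log2 fold changes of 1.80, 1.15 and 1.00. Of 15 genes of lipid uptake and storage, 9 were higher and 2 lower (9 and 4 when adjusted over the list alone). They included Lpl, which encodes lipoprotein lipase, at 2.40 and Plin2, which encodes a lipid droplet protein, at 1.31. Of 17 genes of matrix remodelling, 13 were higher and 1 was lower (14 and 1 when adjusted over the list alone). The lysosomal, lipid and matrix lists share members with the lipid-associated macrophage markers, among them Ctsd, Lpl and Mmp12, so they are not independent of them. In the same comparison, 5 of 14 stellate cell markers were higher and none was lower. Of 13 sinusoidal endothelial cell markers, 9 were higher and 2 lower. Of 19 NRF2 target genes, which answer oxidative stress, 12 were higher and 2 lower (14 and 2 when adjusted over the list alone). Prdx1, which encodes a peroxidase, had a log2 fold change of 1.00 and Srxn1 one of 1.05. The lysosomal, lipid, matrix and NRF2 lists passed camera's test with the preset correlation, and with an estimated correlation their adjusted p was 0.051, 0.11, 0.053 and 0.14, in that order.
All 15 plasmacytoid DC markers were lower, also when adjusted over the list alone (median log2 fold change -1.05, camera adjusted p = 9.9e-17, and adjusted p = 0.039 with an estimated correlation). Siglech, a surface receptor of these cells, had a log2 fold change of -1.35. Of 14 type 1 conventional DC markers, 12 were lower and 1 was higher, as when adjusted over the list alone (adjusted p = 0.053 with an estimated correlation). They included Irf8, the transcription factor of this lineage, at -0.45 and the integrin gene Itgae at -1.29. CCR7-positive mature DC markers ran the other way, with 10 of 17 higher and 3 lower (11 and 3 when adjusted over the list alone, adjusted p = 0.14 with an estimated correlation), and Ccr7 had a log2 fold change of 1.12. Resident Kupffer cell markers were divided, with 12 of 21 lower and 7 higher, as when adjusted over the list alone. That list did not pass camera's test (adjusted p = 0.10, and 0.24 with an estimated correlation). Clec4f, a receptor of Kupffer cells, had a log2 fold change of -1.32 and the iron exporter gene Slc40a1 one of -1.16, while the complement gene C1qb and Nr1h3, which encodes LXR-alpha, had log2 fold changes of 1.05 and 1.49. Of 16 markers of NK cells and ILC1, 11 were lower and 1 was higher (11 and 2 when adjusted over the list alone, adjusted p = 0.19 with an estimated correlation), among them the granzyme genes Gzmb and Gzma at -2.57 and -2.09. Of 16 T cell markers, 9 were lower and 1 was higher (10 and 1 when adjusted over the list alone, adjusted p = 0.12 with an estimated correlation).
Of 40 hepatocyte markers, 37 were lower and none was higher (38 lower when adjusted over the list alone), with a median log2 fold change of -2.27 (camera, adjusted p = 2.8e-34, and adjusted p = 0.039 with an estimated correlation). Alb, which encodes albumin, fell by 2.43 on the log2 scale. Cyp3a11, a cytochrome P450 of hepatocytes, fell from 50.9 ± 0.118 CPM (SD, n = 2) to 0.272 ± 0.0722 CPM (SD, n = 3). All 29 pancreatic acinar genes were lower, and Amy2a1, which encodes a pancreatic amylase, went from 5011 ± 9.97 CPM (SD, n = 2) to 80.8 ± 0.363 CPM (SD, n = 3). Its neighbours Amy2a2, Amy2a3 and Amy2a4 have the same count as each other in every library, so their reads could not be told apart. Of 16 immediate early and heat-shock genes, which can respond to tissue dissociation, 11 were higher and 4 lower, as when adjusted over the list alone (adjusted p = 0.11 with an estimated correlation). Hspa8 had a log2 fold change of 0.98, Fos one of 0.60 and Egr1 one of -0.83. A hepatocyte score as a covariate over all 6 libraries turned the sign of Mmp12, Prdx1, Srxn1, Irf8, Clec4f, Nr1h3, Gzmb, Cyp3a11, Amy2a1 and Hspa8, none of which passed there, and of the medians of the Kupffer cell and the NK cell and ILC1 lists. That score was 6.125 and 6.121 in WT 21 and WT 22 and 3.795 to 3.836 in the other libraries. With it, the genotype effect rests mainly on the library labelled WT 23 against the Atg5 CD11c KO libraries. These signs therefore do not show that hepatocyte RNA accounts for the genes. Without a change of sign, the medians fell to 0.037 for lipid-associated macrophages and 0.049 for matrix remodelling. Those of plasmacytoid and type 1 conventional DCs were -0.033 and -0.042. Of these 4 lists, that of lipid-associated macrophages still passed camera's test as higher (adjusted p = 0.02). The others did not (adjusted p = 0.46 for matrix remodelling, 0.91 for plasmacytoid and 0.61 for type 1 conventional DCs). The paper shows the whole transcriptome by p-value and FC, marks the genes past both thresholds as affected by Atg5 deletion, and states that the dataset was further processed with pathway analysis.

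**Figure D2:**
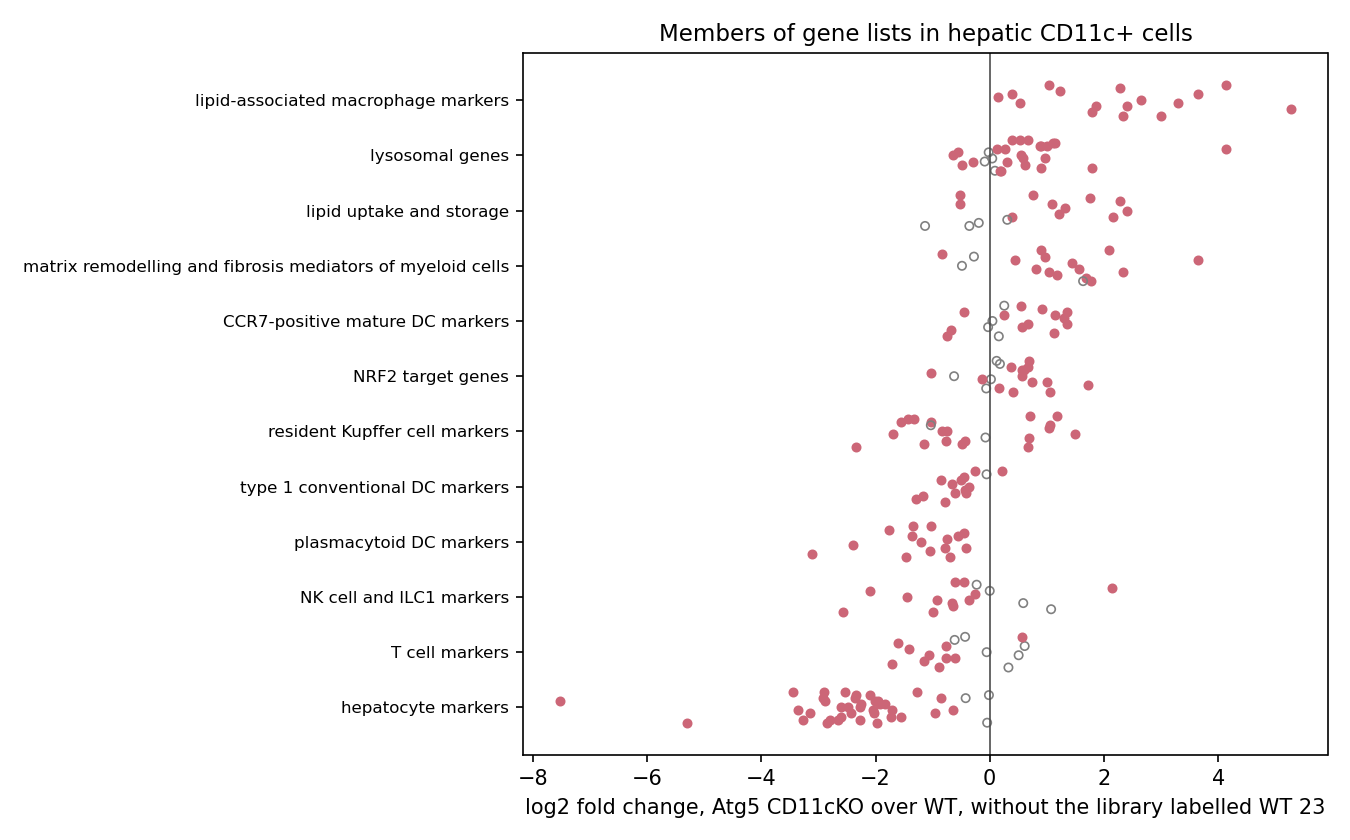
Log2 fold change of each measured member of 12 gene lists, Atg5 CD11c KO over WT, without the library labelled WT 23. Each point is a gene, filled where its adjusted p is under 0.05. All 16 lipid-associated macrophage markers lie above 0 and all 15 plasmacytoid DC markers below 0.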

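Of the 25 genes named in Fig. 5c, 7 are shown there as upregulated, and all 7 were higher in Atg5 CD11c KO cells without the library labelled WT 23 (edgeR, adjusted p under 0.05). The paper took the genes of this figure from the same experiment, so shared directions are no independent support. Spp1, which encodes the matrix protein osteopontin, lies on chromosome 5 of mm10 from 104435118 to 104441050. It rose from 104 ± 0.680 CPM (SD, n = 2) to 523 ± 2.63 CPM (SD, n = 3), a log2 fold change of 2.34 (standard error 0.04, adjusted p = 1.3e-12 from edgeR). Tlr4, the receptor for bacterial lipopolysaccharide, had a log2 fold change of 1.72, and Apoe, the apolipoprotein made by macrophages and hepatocytes, one of 1.40. The TNF receptor gene Tnfrsf1b was at 1.18, the death receptor gene Fas at 1.13, Sparc at 1.07 and Lgals3, which encodes galectin-3, at 1.04.
Another 18 genes are shown as downregulated, counting C4a and C4b as 2 genes, and 15 of them were lower in the same comparison. Pzp, which encodes a plasma protease inhibitor like its relative Mug1, had a log2 fold change of -2.94. Proc, the gene of protein C, was at -2.43, the bile acid transporter gene Slc10a1 at -2.39, Apoa1 at -2.36 and Mat1a at -1.92. Igfbp1 had 968 counts in WT 21 and WT 22 together and 0 in the Atg5 CD11c KO libraries, which makes it at least 462-fold lower against a floor of 3 counts over the group, for counting error only. It had 0 counts in the library labelled WT 23 as well. Il2, Uaca and C4a did not pass, with log2 fold changes of -1.58, -1.13 and 1.28, and C4a shares most of its sequence with C4b. Many genes of Fig. 5c are hepatocyte genes. The hepatocyte markers counted in each library leave out the genes of Fig. 5c, and they were lower in the same comparison. Those markers held 0.466% and 0.459% of counts in WT 21 and WT 22. Their share was 0.141% in the library labelled WT 23 and 0.1398% to 0.1425% in the Atg5 CD11c KO libraries. The fall of hepatocyte genes of Fig. 5c can therefore not be assigned to CD11c+ cells.
Over all 6 libraries as labelled, Igfbp1 was removed by the filter and none of the other 24 genes passed with edgeR, where the adjusted p was 0.338 for Mug1 and 0.378 for Spp1. With DESeq2, Gnmt, Mat1a and Slc10a1 passed as lower. When a hepatocyte score was added as a covariate over the 6 libraries, several genes of Fig. 5c changed sign, among which Fas, Sparc, Tnfrsf1b and C4a had negative log2 fold changes and Proc, Slc10a1, Apoa1 and Uaca positive ones, none of which passed. That score follows the division of WT 21 and WT 22 from the other libraries. Spp1 was at 508 CPM and Mug1 at 32.4 CPM in the library labelled WT 23, against 104 and 252 CPM in WT 22. The network, its p-value and its z-score come from IPA and were not computed from these counts.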

We further processed our transcriptomic dataset with ingenuity pathway analysis (IPA) and found that a network of genes that altogether statistically (*p* = 3.59 × 10^−3^) induced (*z*-score = 1472) liver inflammation in mice with the deletion of *Atg5* (Fig. 5c). The activation of this pathway is consistent with our previous observations that Atg5 CD11c^KO^ mice were more prone to develop NAFLD compared to controls.

**Fig. 5:**
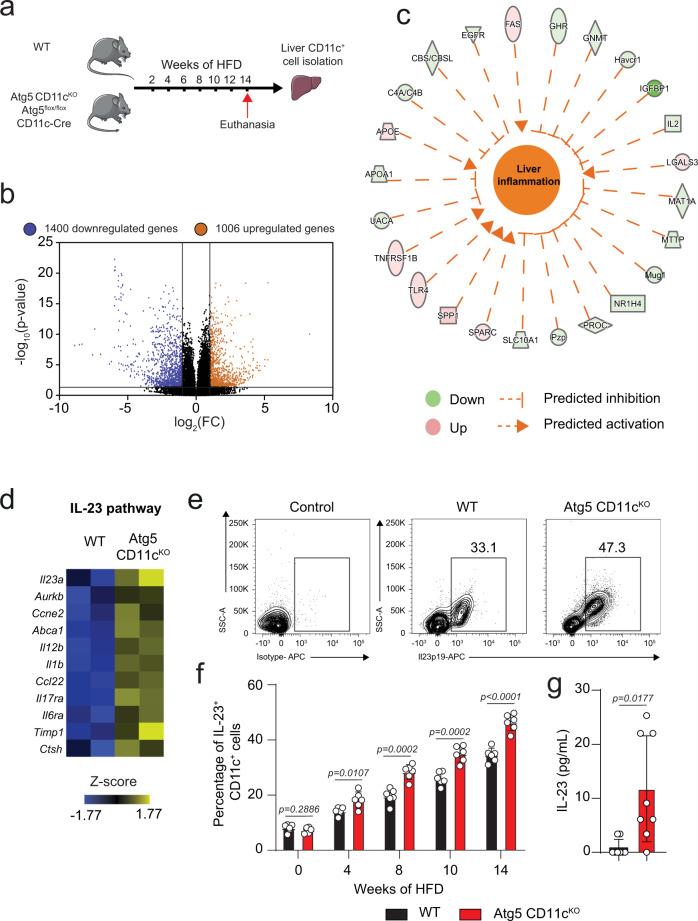
*Atg5* deletion in CD11c^+^ cells increases IL-23 induction. **a** WT and Atg5 CD11c^KO^ mice were fed HFD for 14 weeks according to the scheme, *n* = 6. After 14 weeks of HFD, hepatic CD11c^+^ cells were isolated. **b** Volcano plot comparison of whole transcriptome gene expression of sorted hepatic WT and Atg5 CD11c^KO^ cells from mice fed HFD for 14 weeks, *n* = 6. Differentially expressed genes (*p*-value < 0.05), with changes of at least 2-fold change (FC) are shown in orange (upregulated) or blue (downregulated). **c** Network analysis of upregulated (red) and downregulated (green) genes overall significantly predicted to induce liver inflammation. **d** Heat plot of differentially expressed genes related to IL-23 pathway. **e** Representative flow cytometric plots of IL-23 expression in hepatic CD11c^+^ cells in WT and Atg5 CD11c^KO^ mice after 14 weeks of HFD. **f** Percentage of hepatic IL-23^+^ CD11c^+^ cells after 0, 4, 8, 10, and 14 weeks of HFD, *n* = 5 mice. **g** Serum IL-23 levels in WT and Atg5 CD11c^KO^ after 14 weeks of HFD, *n* = 8 mice. Error bars are the mean ± SD, two-tailed Student’s *t* test. Experiments were performed three times. Source data are provided as a Source Data file. Mouse image provided with permission from Servier Medical Art.

We have previously reported that CD11c^+^ cells from Atg5 CD11c^KO^ mice had increased tissue inflammation, in particular among bone-marrow-derived DCs which exhibited increased production of IL-23^16^. Moreover, we observed that the IL-23 pathway was induced in the livers of patients with advanced NAFLD (Fig. 1a). Based on these observations, we depicted the expression of key genes associated with the IL-23 pathway in a heatmap (Fig. 5d). 

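Of Ccl22, Il6ra and Il23a, the first 2 were higher in Atg5 CD11c KO cells without the library labelled WT 23, and Il23a did not pass the test. Ccl22, the gene of a chemokine made by mature DCs, lies on chromosome 8 of mm10 from 94745590 to 94751699. It was at 140 ± 11.4 CPM (SD, n = 2) in WT 21 and WT 22 and at 357 ± 11.7 CPM (SD, n = 3) in Atg5 CD11c KO cells, a log2 fold change of 1.36 (standard error 0.06, adjusted p = 6.5e-09 from edgeR). Il6ra, the gene of the IL-6 receptor on chromosome 3 from 89864059 to 89913196, had a log2 fold change of 0.32 (standard error 0.06, adjusted p = 0.0012 from edgeR). Il23a, on chromosome 10 from 128296139 to 128298752, had 28, 12 and 23 counts in the libraries labelled WT 21, 22 and 23 and 47, 24 and 38 counts in Atg5 CD11c KO 25, 26 and 27. Its log2 fold change was 0.91 (standard error 0.59, adjusted p = 0.28 from edgeR) without the library labelled WT 23 and 0.81 (standard error 0.49, adjusted p = 0.43) over all 6 libraries. The groups overlap, since Atg5 CD11c KO 26 had 0.734 CPM and WT 21 had 0.871 CPM.
All 11 genes of Fig. 5d had positive log2 fold changes in both comparisons, and 7 passed at an adjusted p under 0.05 without the library labelled WT 23. The paper shows them as differentially expressed in this same experiment, so their shared direction is no independent support. The heat map of Fig. 5d shows 2 columns per genotype, and the sources used here do not say which libraries these are. Il12b, which encodes the p40 subunit that IL-23 shares with IL-12, was at 0.84, the IL-17 receptor gene Il17ra at 0.71, Abca1 at 0.47, Il1b at 0.27 and Ctsh at 0.11. Ccl22 alone of the 7 reached a 2-fold change. Timp1, at 1.63, and Ccne2, at 0.70, had adjusted p of 0.053 and 0.056, and Aurkb, at 0.17, one of 0.19. Among 18 measured genes of a list of the IL-23 and IL-17 axis, fixed before the data were examined, 5 were higher and 4 lower in that comparison (5 and 8 when adjusted over the list alone). Il6, which encodes IL-6, had a log2 fold change of -2.20. The list as a whole did not pass limma's camera test (adjusted p = 0.82).
Over the 6 libraries as labelled, none of the 11 genes of Fig. 5d passed at an adjusted p under 0.05 from edgeR or DESeq2. The log2 fold changes were 0.72 for Ccl22 (standard error 0.37, adjusted p = 0.37 from edgeR) and 0.22 for Il6ra (standard error 0.10, adjusted p = 0.35). With a hepatocyte score as a covariate over these libraries, the log2 fold change of Ccl22 was -0.036, and those of Ccne2, Abca1 and Il1b were negative as well. That score follows the division of WT 21 and WT 22 from the other libraries. In the library labelled WT 23, Ccl22 was at 369 CPM and Il6ra at 141 CPM, close to the Atg5 CD11c KO libraries.

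**Figure D3:**
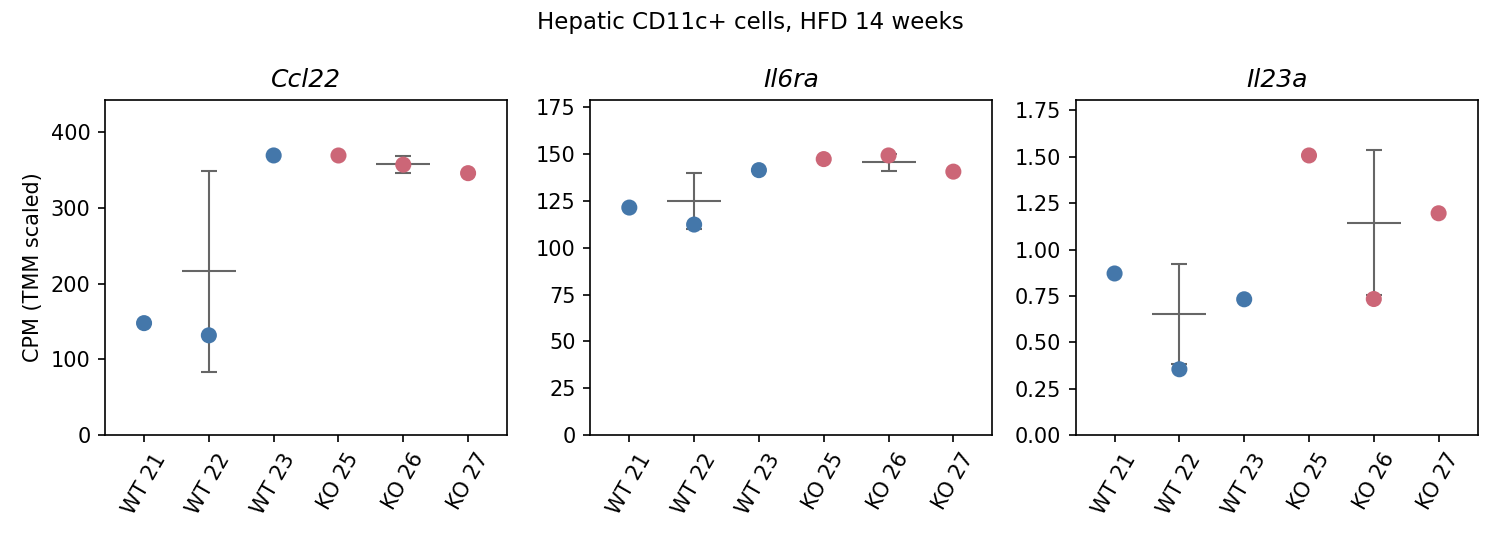
CPM (TMM scaled) of Ccl22, Il6ra and Il23a in each library. Points are libraries, blue for those labelled WT and red for Atg5 CD11c KO (KO), and the bars give the mean and SD of each labelled group of 3. For Ccl22, WT 21 and WT 22 sit at 148 and 132 CPM and the other libraries between 345 and 369 CPM.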

Genes having a critical function in the induction of the IL-23 process were induced, including *Ccl22, Il6ra*, and *Il-23a* coding for the IL-23p19 subunit in cells isolated from Atg5 CD11c^KO^ mice. To confirm these results at the protein level, the expression of IL-23p19 in CD11c^+^ cells isolated from Atg5 CD11c^KO^ and control mice was examined using flow cytometry at different time points of HFD treatment (Fig. 5e, f). As seen in Fig. 5f, the percentage of IL-23^+^CD11c^+^ cells increased the longer the mice were on HFD. IL-23 secretion is restricted to antigen-presenting cells such as CD11c^+^ cells. As expected, the percentage of IL-23^+^CD11c^-^CD45^+^ cells was low and not affected by *Atg5* deletion (Supplementary Fig. 4e). Although very low, we also measured IL-23 serum levels and confirmed that Atg5 CD11c^KO^ mice have increased circulating concentrations of IL-23 compared to controls (Fig. 5g). We also assessed IL-23 expression in CD11c^+^ of VAT from WT and Atg5 CD11c^KO^ mice (Supplementary Figure 4f-g). The percentage of IL-23^+^CD11c^+^ cells was significantly increased in VAT of Atg5 CD11c^KO^ mice. Therefore loss of Atg5 in CD11c^+^ cells induces IL-23 at multiple sites, as in addition to liver and VAT, it has previously been established that IL-23 expression is increased in the lungs of these mice^16^.

Before HFD treatment (0 weeks), *Atg5* deletion did not affect IL-23p19 secretion in CD11c^+^ cells, however, in response to the HFD treatment, we observed a significant increase in the percentage of IL-23p19^+^CD11c^+^ cells in Atg5 CD11c^KO^ mice compared to controls. Tang et al. have demonstrated that activation of the p38 pathway resulted in increased NAFLD development^22^. Moreover, another study by Yang et al. has also established that the activation of p38 was involved in IL-23 production by DCs^23^. In this context, we have measured by flow cytometry the activation of p38 by staining the active phosphorylated form of p38 in CD11c^+^ cells isolated from Atg5 CD11c^KO^ and control mice (Supplementary Fig. 4a). Notably, we observed that the active form of p38 was induced in CD11c^+^ cells isolated from Atg5 CD11c^KO^ mice, suggesting that *Atg5* deletion could activate the p38 mitogen-activated protein kinase (MAPK) leading to increased IL-23 production in CD11c^+^ cells. To go further, immune cells isolated from Atg5 CD11c^KO^ and WT mice fed HFD were stimulated ex-vivo in the presence of a specific p38-inhibitor or vehicle control. After treatment, the percentage of IL-23^+^CD11c^+^ cells was quantified by flow cytometry. In response to the inhibitor treatment, Atg5 CD11c^KO^ cells produced less IL-23 compared to WT cells, suggesting a dependence of IL-23 secretion on p38 signaling in Atg5 CD11c^KO^ cells (Supplementary Fig. 4b). It has been suggested that p38 in association with NF-κB signaling could be involved in the IL-23 secretory pathway^24–26^. We measured by flow cytometry the expression of the active phosphorylated NF-κB subunit p65 and p52 in CD11c^+^ cells isolated from Atg5 CD11c^KO^ and control mice. The expression of the p65 subunit, part of the canonical NF-κB pathway was increased in Atg5 CD11c^KO^ cells, whereas p52 expression which belongs to the non-canonical pathway was not affected (Supplementary Fig. 4c, d). These results suggest that the canonical NF-κB pathway and not the non-canonical pathway is activated in Atg5 CD11c^KO^ cells, potentially leading to increased IL-23 production in CD11c^+^ cells. Altogether, these results suggest that the deletion of *Atg5* in CD11c^+^ cells activates IL-23 secretion likely in a p38/ NF-κB-dependent manner, inducing insulin resistance and NAFLD development.

### The preventive anti-IL-23 treatment protects against insulin resistance and NAFLD development

Thus far, we observed that *Atg5* deletion in CD11c^+^ cells induced increased insulin resistance and NAFLD development and is associated with increased IL-23 production. We hypothesized that inhibiting the IL-23 pathway could mitigate the development of these conditions. Atg5 CD11c^KO^ and control mice were fed HFD for 14 weeks and were also treated with a blocking anti-IL-23 antibody (1 mg/week) or its isotype control starting at week 2 (Fig. 6a). Fasting blood glucose levels and weights were monitored after 14 weeks of HFD exposure (Fig. 6b, c). Similar to our previous observations, Atg5 CD11c^KO^ mice had increased total body weight and fasting blood glucose levels when compared to control mice. However, the anti-IL-23 treatment prevented hyperglycemia in Atg5 CD11c^KO^ mice (*p* < 0.05, Fig. 6c) while not affecting fasting blood glucose levels in WT mice. Anti-IL-23 treatment did not impact total body weights in any group. We also weighed and measured fasting blood glucose levels before starting the HFD and anti-IL-23 treatments in each cohort, and there was no difference (Supplementary Fig. 5a, b). After 14 weeks of treatment, increased insulin concentrations were observed in Atg5 CD11c^KO^ mice, which was interestingly mitigated by treatment with the anti-IL-23 antibody (Fig. 6d). Glucose tolerance and insulin sensitivity were also tested and quantified after 14 weeks of treatment, and anti-IL-23 improved glucose tolerance and insulin sensitivity in Atg5 Cd11c^KO^ mice (Fig. 6e, f). These results demonstrate that IL-23 blockade can prevent insulin resistance following exposure to HFD. After 14 weeks of HFD, we again weighed the livers and noticed that anti-IL-23 treatment prevented the development of the hepatomegaly previously observed in Atg5 CD11c^KO^ mice (Fig. 6g). Similarly, serum ALT levels remained within normal limits in the group of Atg5 CD11c^KO^ mice treated with IL-23 blocking antibody when compared to the isotype treatment (Fig. 6h). Importantly, on histological examination, we observed that anti-IL-23 treatment prevented the development of steatosis, ballooning, lobular inflammation, and reduced NAFLD scores in Atg5 CD11c^KO^ mice when compared to isotype controls (Fig. 6i, j). IL-23 blockade also led to a significant decrease in the steatosis score in WT mice. We observed no effect of IL-23 blockade on VAT weight (Supplementary Fig. 5c). Neutralizing the IL-23 pathway prevented hepatic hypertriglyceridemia in both control and Atg5 CD11c^KO^ mice (Fig. 6k). We also measured in the liver lysates the levels of IL-6 and IL-18 (Supplementary Fig. 5d, e) after 14 weeks of HFD. Interestingly, both cytokine levels are decreased in the Atg5 CD11c^KO^ mice, demonstrating that anti-IL-23 treatment reduced the inflammation at the local level. We quantified by flow cytometry the percentage of CD11c^+^ cells in the liver in response to anti-IL-23 treatment. IL-23 blockade repressed the induction of the CD11c^+^ population in both control and Atg5 CD11c^KO^ mice (Supplementary Fig. 5f, g). Overall, this data confirms that deletion of *Atg5* in CD11c^+^ cells induces IL-23 activation, which in turn contributes to the development of insulin resistance and NAFLD. Conversely, blocking the IL-23 pathway can prevent insulin resistance, NAFLD development, and the recruitment of CD11c^+^ cells.

**Fig. 6:**
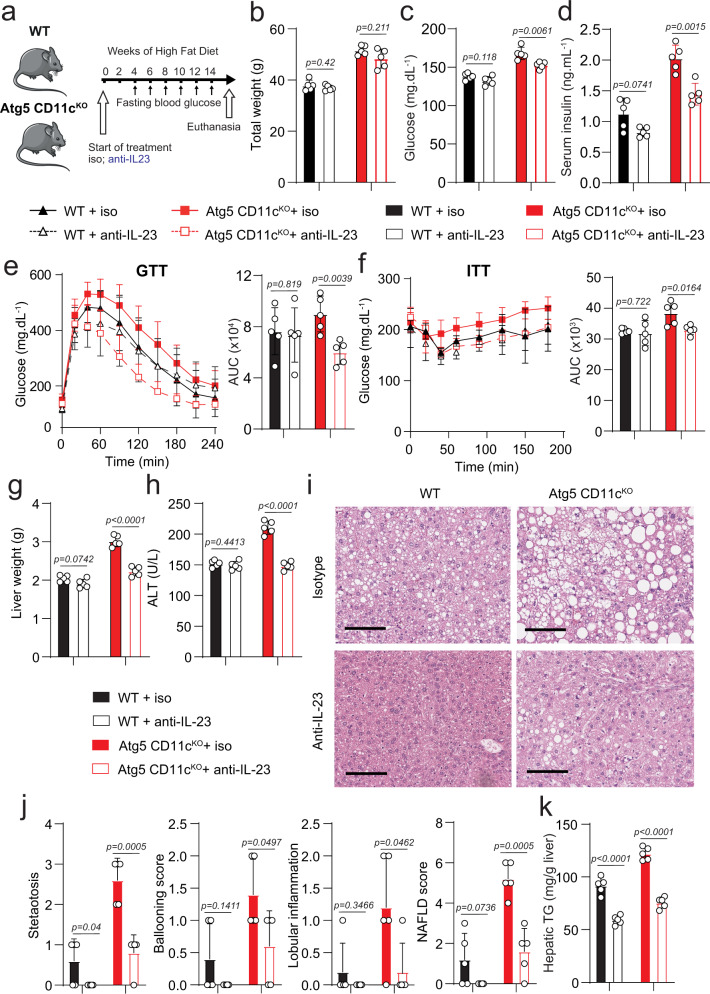
Preventive anti-IL-23 treatment protects against insulin resistance and NAFLD development in mice. **a** WT and Atg5 CD11c^KO^ mice fed HFD for 14 weeks were treated either with anti-IL-23 antibody or isotype control by intraperitoneal injection every week according to the scheme, *n* = 6. **b** Total weight, **c** blood glucose, and **d** serum insulin levels were measured after 14 weeks of diet. **e** Glucose tolerance test and **f** insulin tolerance tests were performed in WT and Atg5 CD11c^KO^ mice fed HFD for 14 weeks and treated either with anti-IL-23 antibody or isotype control. The corresponding area under the curve was calculated for each group. **g** Liver weights were measured. **h** Serum ALT was measured by colorimetric assay. **i** Representative Hematoxylin and eosin-stained hepatic sections (×400), scale bars, 100 µm. **j** Histology score for steatosis, hepatocyte ballooning, lobular inflammation, fibrosis, and NAFLD Activity score was quantified. **k** Hepatic triglycerides levels were measured. Error bars are the mean ± SD, two-tailed Student’s *t* test, *n* = 5 mice. Experiments were performed three times. Source data are provided as a Source Data file. Mouse image provided with permission from Servier Medical Art.

### Anti-IL-23 ameliorates established insulin resistance and NAFLD

Given our findings, we next investigated whether anti-IL-23 treatment could exert a therapeutic effect on mice with established insulin resistance and NAFLD. Atg5 CD11c^KO^ and control mice were fed HFD for 8 weeks to establish insulin resistance and induce NAFLD. After 8 weeks of HFD, mice were either treated with the neutralizing anti-IL-23 antibody (1 mg/week) or isotype control for 6 weeks while on the HFD (Fig. 7a). After 8 weeks of HFD and before starting the anti-IL-23 treatment, we weighed the mice, measured fasting blood glucose levels, and quantified serum ALT levels (Supplementary Fig. 6a–c). We confirmed that Atg5 CD11c^KO^ mice were heavier and had significantly higher glucose and ALT levels when compared to controls. There were no differences among mice of the same genotype before the beginning of the anti-IL-23 treatment. After 6 weeks of anti-IL-23 or isotype treatment, we weighed the mice and assessed fasting blood glucose and insulin levels (Fig. 7b–d). Similar to our previous observations, anti-IL-23 treatment had an effect on glucose and insulin levels in Atg5 CD11c^KO^ mice, with no effect on WT mice. For both genotypes, total weights were not affected by anti-IL-23 treatment. Then glucose tolerance and insulin sensitivity were tested and quantified (Fig. 7e, f). Anti-IL-23 treatment improved glucose tolerance and insulin sensitivity in both WT and Atg5 CD11c^KO^ mice.

**Fig. 7:**
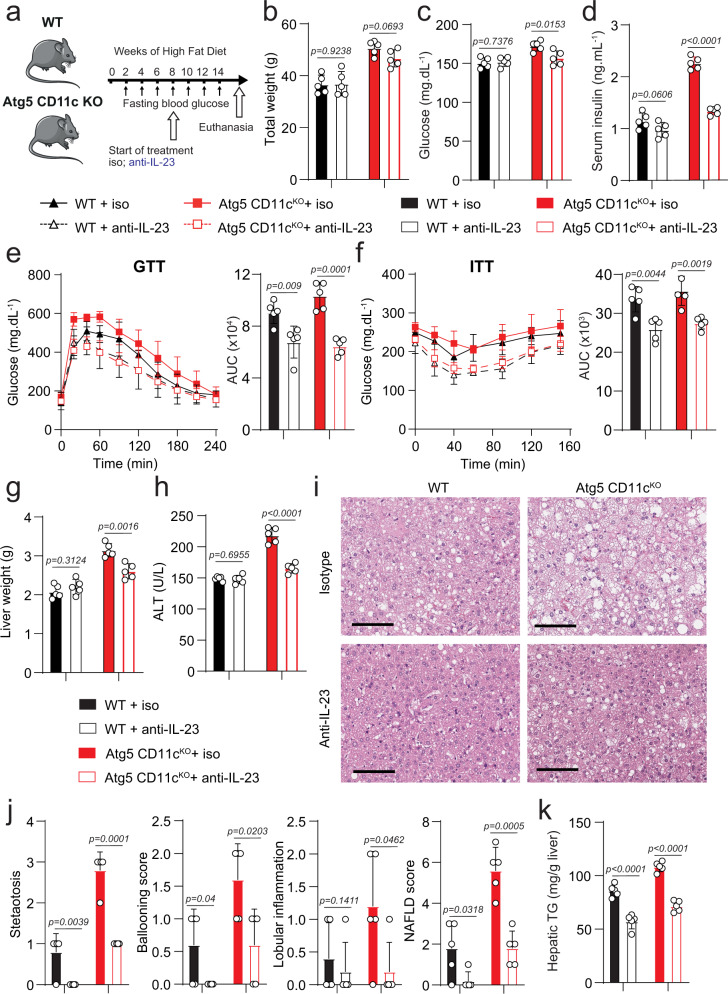
Therapeutic anti-IL-23 treatment ameliorates established insulin resistance and NAFLD. **a** WT and Atg5 CD11c^KO^ mice-fed HFD for 14 weeks. After 8 weeks of diet, mice were treated either with anti-IL-23 antibody or isotype control by intraperitoneal injection every week according to the scheme, *n* = 6. **b** Total weight, **c** blood glucose, and **d** serum insulin levels were measured after 14 weeks of diet. **e** Glucose tolerance test and **f** insulin tolerance tests were performed in WT and Atg5 CD11c^KO^ mice fed HFD for 14 weeks and treated either with anti-IL-23 antibody or isotype control. The corresponding area under the curve was calculated for each group. **g** Liver weights were measured. **h** Serum ALT was measured by colorimetric assay. **i** Representative Hematoxylin and eosin-stained hepatic sections (×400), scale bars, 100 µm. **j** Histology score for steatosis, hepatocyte ballooning, lobular inflammation, fibrosis, and NAFLD Activity score was quantified. **k** Hepatic triglycerides levels were measured. Error bars are the mean ± SD, two-tailed Student’s *t* test, *n* = 5 mice. Experiments were performed three times. Source data are provided as a Source Data file. Mouse image provided with permission from Servier Medical Art.

After 6 weeks of treatment of anti-IL-23 antibody or the isotype control, animals were euthanized, livers were weighed, and serum ALT levels were assessed (Fig. 7g, h). VAT weights were not affected by IL-23 neutralization (Supplementary Fig. 6d). The anti-IL-23 treatment prevented the development of hepatomegaly and prevented ALT elevation in Atg5 CD11c^KO^ mice but had no effect in WT mice.

Histological analysis of livers from anti-IL-23 treated Atg5 CD11c^KO^ mice also demonstrated an improvement of NAFLD scoring and decreased hepatic fat content (Fig. 7i–k). Anti-IL-23 treatment also improved NAFLD scoring and hepatic TG content in WT mice, while ALT levels remained within normal limits. These data indicate that IL-23 blockade has the potential to reverse established insulin resistance and NAFLD.

## Discussion

This study has identified a function for autophagy in the development of NAFLD and insulin resistance, via inducing IL-23 in CD11c^+^ cells within the liver. We focused our exploration on the effect of *Atg5* deletion, a key protein in the formation of the phagophore vesicle specifically in CD11c^+^ cells^27^. The rationale of this study was based on the observation that the expression of genes associated with autophagy was downregulated, whereas genes involved in the IL-23 pathway were upregulated in liver tissue from patients with advanced NAFLD. We also observed that the expression of the gene *ITGAX*, which codes the CD11c integrin, was induced in advanced NAFLD. In parallel, a previous study conducted by our laboratory has established that the IL-23 pathway was upregulated in DCs of mice deficient for Atg5^16^. Based on these observations, we designed experiments to assess the function of Atg5 on CD11c^+^ cells in a cohort of mice on a high-fat diet and compared the results to normal chow control. Additionally, we characterized the metabolic parameters of the WT and Atg5 CD11c^KO^ mice fed HFD. Our data suggest that the absence of autophagy in hepatic CD11c^+^ cells results in increased weight gain, fasting hyperglycemia, insulin insensitivity, glucose intolerance, hepatomegaly, liver inflammation, and steatosis when compared to control mice. These changes are key contributors to the development of insulin resistance and the pathogenesis of NAFLD. Overall, the resulting inflammatory phenotype is similar to human NASH.

Consistent with human data, we have also demonstrated both at the mRNA and protein levels that the IL-23 pathway and IL-23 secretion were induced in Atg5 CD11c^KO^ mice. Mechanistically, we believe this to be the result of activation of the NF-κB and p38 MAPK pathways as we observed that p38 and NF-κB p65 subunit were significantly more phospho-activated in hepatic myeloid cells from Atg5 CD11c^KO^ mice. These findings are consistent with previous publications that have demonstrated important functions for p38 and NF-κB in NAFLD development^22,24–26,28,29^. Moreover, p38 activation has also been linked to increased IL-23 secretion in DCs^23^. Altogether these results suggest that autophagy deficiency in hepatic CD11c^+^ cells induces the IL-23 pathway, and this induction is likely mediated by p38 activation. By using a blocking antibody against IL-23, we were able to prevent the development of insulin resistance and NAFLD in Atg5 CD11c^KO^ mice, suggesting that autophagy deletion causes IL-23 induction, resulting in metabolic derangements contributing to these distinct but related conditions. Most importantly, our data indicate that IL-23 blockade may be a relevant therapeutic pathway to reverse and ameliorate NAFLD. Our findings are clinically impactful as there are already several FDA-approved, commercially available, anti-IL-23 monoclonal antibody therapies such as Ustekinumab, Risankizumab, and Guselkumab for treatment of psoriasis and other inflammatory conditions, which could be repurposed for NASH/NAFLD^30–32^.

Autophagy regulates the recycling of cytosolic nutrients as well as the degradation of dysfunctional organelles and consequently is a critical mechanism for the maintenance of liver homeostasis. Multiple liver pathologies have been associated with autophagy deficiency^9,33–35^. Previous studies have also established a strong connection between autophagy and cytokines production in myeloid cells^36^. Genetic knock-out mouse models of ATG core autophagy proteins have critical effects on their immune responses. Indeed the loss of the autophagy protein Atg16L1 in macrophages enhances IL-1β production in response to LPS^37^. Similarly, Atg7^KO^ mice showed impaired pathogen clearance and the deletion of *Atg7* resulted in increased production of IL-1β^38^. Finally, the specific deletion of *Atg5* in macrophages has also been reported to induce cytokine secretion in myeloid cells in response to pathogens^39^.

Interestingly, ATG proteins are involved in multiple mechanisms, Atg5 in particular is involved in innate antiviral immune responses, caspase-dependent apoptosis, adipogenesis and virus replication^40–46^. We recognize that there are some limitations to our work, including the fact that we cannot exclude the effect of Atg5 on other pathways beyond autophagy. However, it is important to point out that others have also shown an association between autophagy and the IL-23 pathway in other diseases^47,48^. For example, utilizing another autophagy-deficient model, it was demonstrated that Atg7 ablation in mononuclear cells increases IL-23 secretion in the context of Crohn’s disease^47^.

NAFLD is characterized by the aberrant accumulation of lipids in hepatocytes and the dysregulation of energy metabolism. Previous studies have shown that autophagy is negatively affected by the development of fatty liver disease and that activation of autophagy may resolve steatosis. Accumulating evidence has established that autophagy is dysfunctional during the progression and development of NAFLD. Indeed, impaired autophagy prevents the clearance of excessive lipid droplets, damaged mitochondria, and toxic protein aggregates, thus leading to the accumulation of intrahepatic fat (steatosis) and promoting liver inflammation. Deletion of *Atg5* in the liver induces hepatomegaly and liver injury and also resulted in increased apoptosis, inflammation, and fibrosis in the liver in mice^33^. Similar to autophagy deficiency in hepatocytes, our study demonstrates that *Atg5* deletion in hepatic CD11c^+^ cells contributes to the development of hepatomegaly, steatosis, and progression to NAFLD.

Homeostasis regulation and rapid response to tissue damage in the liver is mediated by crosstalk between the resident liver nonparenchymal cells (NPCs) and infiltrating inflammatory cells. Among liver NPCs, myeloid cells have an important activity in controlling local inflammation and promoting the regenerative function of the liver to maintain tissue homeostasis. Hepatic myeloid cells have a high heterogeneity and include resident KC, monocyte-derived KCs (mo-KCs), and DCs^21^. Like most tissue-resident macrophages, KCs are derived from the differentiation of local precursors that originated from the yolk sac and colonized the liver during embryogenesis^49^. Steady-state KCs can be considered a homogeneous liver-resident macrophage population; however, in the context of inflammation, marrow-derived inflammatory macrophages can be recruited^50^. In the context of obesity, chronic low-grade inflammation has been observed in metabolic tissues, notably due to increased circulating endotoxins and the development of leaky gut^51^. Prior studies have shown that HFD treatment can induce inflammation and is associated with the increased expression of CD11c in inflammatory myeloid cells^12–14^. These pro-inflammatory CD11c liver populations have also been reported to augment the cycle of inflammation in NASH in mice^52^. We characterized the expression of the CD11c levels in the different hepatic myeloid subpopulations and their respective frequencies. We noticed that the resident TIM4^+^ KC which expressed lower levels of CD11c, had lower percentages in mice fed HFD whereas the pro-inflammatory recruited TIM4^-^ KC expressed high levels of CD11c and their distribution increased, regardless of the mice genotype. Interestingly, a remarkable accumulation of DCs was observed in Atg5 CD11c^KO^ mice under HFD conditions. It is worth mentioning here that the identification and characterization of the different hepatic macrophage populations have been the focus of multiple publications in recent years highlighting the critical activity of these subsets specifically in lipid-rich contexts and NASH^21,53,54^.

In the present study, we observed that IL-23 blockade improves glucose tolerance, preserves insulin sensitivity, and supports liver function in Atg5 CD11c deficient mice, thus demonstrating that autophagy deficiency upregulates IL-23 secretion in CD11c^+^ cells, contributing to NAFLD development. These data also establish that therapeutic strategies using anti-IL-23 treatment dampen the development of insulin resistance and NAFLD. Similarly, therapeutic anti-IL-23 treatment in Atg5 CD11c deficient mice proves that established insulin resistance and NAFLD can be reversed via this approach. WT mice treated with pre-emptive anti-IL-23 during exposure to HFD did not exhibit changes in insulin sensitivity or ALT levels but had reduced hepatic TG content. In the therapeutic groups, however, glucose tolerance, insulin sensitivity, and NAFLD score were improved in WT mice suggesting that the IL-23 pathway was more activated in this group. Based on this observation we hypothesize that because the anti-IL-23 treatment started after 8 weeks of HFD, WT mice had reached a level of inflammation and IL-23 activation sufficient to induce significant NAFLD damage. Unlike the WT mice from the therapeutic group, WT mice in the protective group did not develop a high level of chronic inflammation as the IL-23 pathway was blocked from the beginning of the HFD treatment. In support of our findings, several recent studies in mice and humans clearly suggest that *Il23* deletion among the CD11c population attenuates pathogenesis of inflammatory bowel disease^55,56^. Since IL-23 is produced by activated myeloid cells including macrophages and DCs and IL-23R is expressed by activated DCs and macrophages, IL-23 is able to drive an autocrine loop within the immune system, leading to the production of a number of inflammatory mediators that contribute to the pathologies associated with NASH and NAFLD^57^.

In conclusion, the present study demonstrates that impaired autophagy in CD11c^+^ cells causes metabolic dysregulations including NAFLD development and that these dysfunctions are mainly mediated by aberrant IL-23 induction. We have also determined that IL-23 blockade improves glucose tolerance and insulin sensitivity and pathologies associated with NAFLD not only in a preventive approach but also in a therapeutic approach. Clearly many questions remain to be answered before these results will be translated into better therapies for patients with NAFLD; however, our results suggest that the potential benefits make the effort worthwhile. Since anti-IL-23 is currently FDA approved for the treatment of other pro-inflammatory diseases, we believe our studies will open avenues for the development of promising strategies against the development and treatment of NAFLD.

## Methods

All experimentation protocols were approved by the USC Institutional Animal Care and Use Committee and conducted in accordance with the USC Department of Animal Resources’ guidelines and the principles of the Declaration of Helsinki.

### Mice

Atg5^flox/flox^ and LC3-GFP mice, both on the C57BL/6J genetic background, are a gift from Dr. Noboru Mizushima (Tokyo Medical and Dental University, Tokyo, Japan). Mice were screened by using PCR, and Atg5^flox/flox^ homozygote CD11c-Cre homozygote mice were selected for the experiments. Atg5^flox/flox^ mice were backcrossed to B6.Cg-Tg(Itgax-cre)1-1Reiz/J mice (CD11c-Cre, #008068, Jackson Laboratory) and bred in our facility at the Keck School of Medicine under protocols approved by the Institutional Animal Care and Use Committee (IACUC). C57BL/6J mice were purchased from the Jackson laboratory. Four- to eight-week-old mice males were used in the studies. All mice were bred in our animal facility at the Keck School of Medicine, University of Southern California (USC) and maintained at a macroenvironmental temperature of 21–22 °C, humidity (48–52%), in a conventional 12:12 light/dark cycle with lights on at 6:00 a.m. and off at 6:00 p.m. For cohousing experiments mice, two WT control mice and two Atg5 CD11c^KO^ mice were transferred to one common cage after weaning. WT control mice were ear-tagged to enable identification.

### Diet-induced obesity and in vivo treatments

When indicated, mice were fed HFD ad libitum (Rodent diet with 60 kcal% Fat, cat#D12492i, Research Diets Inc., New Brunswick, New Jersey) for the indicated times. All other mice were fed NCD ad libitum (Cat#5053, TestDiet). For in vivo experiments investigating anti-IL-23 treatment, the neutralizing anti-mouse IL-23p19 (Janssen Pharmaceuticals) (1 mg/week) or the isotype control (Janssen Pharmaceuticals) was administered intraperitoneally every 7 days from the indicated start of treatment until termination of the experiment.

### In vivo metabolic phenotyping

To measure weight and fasting blood glucose levels, mice were fasted overnight (~14–16 h), weighed and blood collected every 2 weeks. Glucose values were measured using a glucometer (Contour Next EZ, Bayer, Leverkusen, Germany). For intraperitoneal glucose tolerance tests (ip-GTT), mice were fasted overnight (~16 h), weighed, and injected with 2 g/kg 20% d-glucose (Sigma Aldrich) solution intraperitoneally. Blood glucose values were measured for each mouse by collecting a drop of blood before injection and at 20, 40, 60, 90, 120, 150, 180, 210, and 240 min post-injection. For insulin tolerance tests (ITT), mice were fasted for 5 h, weighed, and injected with 0.5U/kg human insulin (Novolin, Novo Nordisk, Bagsværd, Denmark) diluted in Sodium Chloride Solution 0.9% w/v (Azer Scientific, Morgantown, Pennsylvania) solution intraperitoneally. For both glucose and ITT, the data were analyzed by quantifying the AUC for each group of mice. When indicated, blood was collected by cardiac puncture and plasma insulin levels were measured using the ultrasensitive mouse insulin ELISA Kit (Cat#90080, Crystal Chem High-Performance Assays). The level of IL-23 was quantified using the LEGENDplex mouse inflammation panel (Cat#740151, BioLegend). Metabolic analysis of whole animals was performed using PhenoMaster/LabMaster home cages following the manufacturer’s instructions (TSE Systems). Briefly, at the indicated time after the onset of treatment, mice were singly housed, and measures were taken every 27 min for 5 days. Measures included oxygen consumption and carbon dioxide output, as variations in oxygen consumption and energy expenditure (heat) over time were calculated. Energy expenditure was normalized to body mass and lean mass. Mouse body composition was assessed with a minispec LF90 TD-NMR (Time-domain NMR spectroscopy) analyzer (Bruker) to quantify fat and lean mass^58^.

### Liver preparation and flow cytometry

Livers were collected at the indicated times after transcardial perfusion to clear organs of red blood cells. Livers samples were digested in collagenase IV (MP Biomedicals, LLC) at 37 °C for one hour and then processed on a 70 µm nylon cell strainer (Falcon) into a single cell suspension. Liver samples were resuspended in 30% Percoll solution and centrifuged at 750 g for 20 min without brake. Supernatants were discarded and pellets were resuspended in RBC Lysis Buffer (BioLegend) for 5 min. Cells were then washed and ready for staining. Stained cells were analyzed on FACSCanto II and/or FACSARIA III systems (Becton Dickinson). BD FACSDiva software v8.0.1 was used for flow cytometry data acquisition and analysis was performed using FlowJo version 10 software (TreeStar, Ashland, Oregon). The following mouse antibodies were purchased from eBioscience: FITC anti-mouse CD45 (dilution 1:200, clone 30-F11), eFluor 660 anti-mouse IL23p19 (1:200, fc23cpg), APC anti-mouse/human p-p38 MAPK (1:200, 4NIT4KK).

BV421 anti-mouse F4/80 (1:200, BM8), PE-Cy7 anti-mouse TIM4 (1:200, RMT4-54), APC-Cy7 or BV510 anti-mouse I-A/-E (1:200, M5/114.15.2), APC-eFluor780 or PerCP/Cy5.5 anti-mouse CD11c (1:200, N418), Alexa Fluor 647 anti-mouse CLEC4f (1:200, 3E3F9), BV650 anti-mouse CD45 (1:200, 30-F11), PE anti-mouse CD64 (1:200, X54-5/7.1), PE/Dazzle 594 anti-mouse/human CD11b (1:200, M1/70) and BV711 anti-mouse Ly6C (1:200, HK1.4) were purchased from BioLegend. Intranuclear staining was performed using the Foxp3 Transcription Factor Staining Kit (Cat#00-5523-00, ThermoFisher Scientific), according to the manufacturer’s instructions. LIVE/DEAD fixable Aqua and Violet Dead Cell stain kits were purchased from (Dilution 1:500, Cat#L34966 & L34964, ThermoFisher Scientific). Intracellular staining was performed using the BD Cytofix/ Cytoperm kit (Cat#554714, BD Bioscience, San Jose, CA), as previously described^59,60^. This kit contains Brefeldin A (named Golgiplug in the kit), thus allowing to quantify cytokine secretion by inhibiting vesicle trafficking. In some experiments, visceral adipose tissues (VAT) and spleens were processed for flow cytometry analysis as previously described^61,62^.

### Metabolic colorimetric assays

Serum alanine aminotransferase (ALT) levels were measured at the Analytical, Metabolomics and Instrumentation Core of the Research Center for Liver Disease at USC, according to manufacturer’s instructions (Teco Diagnostics ALT/GPT). Serum and liver TG and cholesterol levels were measured according to manufacturer’s instructions respectively with TG assay kit (Abcam—ab65336) and Cholesterol Assay kit (Abcam—ab65390).

### RNA sequencing (RNA-seq) and data analysis

Livers were collected at the indicated times after transcardial perfusion to clear organs of red blood cells. Liver samples were digested in collagenase IV (MP Biomedicals, LLC) at 37 °C for one hour and then processed on a 70 µm nylon cell strainer (Falcon) into a single cell suspension. Liver samples were resuspended in 30% Percoll solution and centrifuged at 750*g* for 20 min without brake. Supernatants were discarded and pellets were resuspended in RBC Lysis Buffer (BioLegend) for 5 min. Cells were then washed and ready for magnetic separation. The CD11c MicroBead kit UltraPure (Cat#130-125-835, Miltenyi Biotec) was then used according to the manufacturer’s conditions in order to isolate CD11c^+^ cells. Total RNA was isolated using MicroRNAeasy (Qiagen, Valencia, California) from freshly isolated hepatic CD11c^+^ cells. 10 ng of input RNA was used to produce cDNA for downstream library preparation. Samples were sequenced on a NextSeq 500 (Illumina) system as previously described^63–65^. Raw reads were aligned, normalized, and further analyzed using Partek Genomics Suite software, version 7.0; Partek Inc., St. Louis, MO, USA. Pathway analysis was performed using the Qiagen IPA software.

### Reverse transcription-polymerase chain reaction (RT-PCR) assays

For measuring *Atg5* expression, mRNA was extracted and converted to cDNA for each mouse and quantified by Real Time-Polymerase Chain Reaction (RT-PCR). The following primers were used: *Atg5* (exon3-1): 5′-GAATATGAAGGCACACCCCTGAAATG-3′; *Atg5* (short2): 5′-GTACTGCATAATGGTTTAACTCTTGC-3′; *Atg5* (check2): 5′-ACAACGTCGAGCACAGCTGCGCAAGG-3′; *Atg5* (5L2): 5′-CAGGGAATGGTGTCTCCCAC-3′. Total RNA was extracted from isolated hepatic CD11c^+^ and CD11c^-^ cells using the RNAasy mini kit (Cat#74004, Qiagen, Valencia, CA) and cDNA generated with the High-Capacity cDNA Reverse Transcription Kit (Cat#4368814, Applied Biosystems, Carlsbad, CA). RT-PCR was performed using CFX96 thermal cycler (Bio-Rad, Hercules, CA) and the ΔΔCt method was used for data analysis.

### Ex vivo treatment and cell culture

Liver and VAT CD45^+^ cells from WT and Atg5 CD11c^KO^ mice were cultured in RPMI (Gibco) supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 100 units per mL penicillin–streptomycin, with Golgiplug (BD Cytofix/Cytoperm kit, BD Bioscience, San Jose, CA) for 3 h. In some experiments, a selective inhibitor of p38 MAPK (SB 203580, TOCRIS) at 10 µM or vehicle (DMSO) was added to the culture. After treatment, cells were intracellularly stained with eFluor 660 anti-mouse IL23p19 (1:200, fc23cpg, Ebioscience). IL-23 expression in CD11c^+^ cells was evaluated by flow cytometry using FACSCanto II.

For immunoblotting, livers were processed and hepatic CD11c^+^ cells were sorted from C57BL/6 mice (NCD vs. HFD) using the FACSARIA III systems (Becton Dickinson) as described above. Cells were either lysed immediately after sorting or cultured in supplemented RPMI for 15 hours in the presence or absence of the autophagy inhibitor chloroquine (Sigma Aldrich) at 25 μM. Liver cells from LC3-GFP mice (NCD vs HFD mice) were cultured in the same conditions to assess LC3 accumulation in CD11c^+^ cells by flow cytometry.

### Western Blot analysis

For immunoblotting, cells were lysed in RPMI lysis buffer (EMD Millipore) supplemented with protease inhibitor cocktail (Roche) for 30 min. Lysates were centrifuged (13,000×*g* at 4 °C for 15 min) and supernatants were collected. Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Cat#23225, ThermoFisher Scientific), and samples were adjusted to the same concentration. The adjusted protein eluates were mixed with 6× Laemmli SDS sample buffer and heated at 95 °C for 5 min. Protein eluates were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to a PVDF membrane (BioRad). Membranes were blocked with 5% BSA and probed with LC3B (1:250, Cell Signaling Technology), p62 (1:1000, Cell Signaling Technology), and β-actin (1:1000, Santa Cruz Biotechnology) at 4 °C overnight. Membranes were incubated with horseradish peroxidase-conjugated goat secondary antibodies (1:3000, Invitrogen). Immunodetection was achieved by ProSignal Pico Spray (Genesee Scientific) and detected on a ChemiDoc Imaging System (BioRad).

### Histologic analysis

Liver histology was assessed using hematoxylin and eosin (H&E) staining on paraffin-embedded sections using standard commercially used methods. The presence of steatosis was confirmed using Oil-Red-O staining on frozen OCT-embedded sections using standard methods. The liver histology was evaluated by an expert liver pathologist who was blinded to the different treatments. The amount of steatosis (percentage of hepatocytes containing fat droplets) was scored as 0 (<5%), 1 (5–33%), 2 (>33–66%), and 3 (>66%). Hepatocyte ballooning was classified as 0 (none), 1 (few), or 2 (many cells/prominent ballooning). Foci of lobular inflammation were scored as 0 (no foci), 1 (<2 foci per 200× field), 2 (2–4 foci per 200× field), and 3 (>4 foci per 200× field). The NAS was computed from the grade of steatosis, inflammation, and ballooning. Stained sections were acquired using a Leica DME microscope and Leica ICC50HD camera (Leica, Wetzlar, Germany) and analyzed using Leica LAS EZ software.

### Human liver samples

We analyzed data from a biorepository previously published^17^. This biorepository was approved by an Institutional Review Board and contains frozen liver biopsies and clinical data from NAFLD patients who underwent a diagnostic liver biopsy to grade and stage severity of disease as part of the standard of care. Two groups at the extremes of NAFLD formed the discovery cohort: “mild” NAFLD, defined as fibrosis stages 0 or 1 (*n* = 40) and thus, little probability of developing the clinically significant liver disease over the next one to two decades, and “severe” NAFLD, defined as fibrosis stage 3 or 4 (*n* = 32) and thus, the significant likelihood of developing liver-related morbidity and mortality over the same time. The groups were matched for gender, age (±5 years), and body mass index (BMI, kg/m^2^) (±3 points).

### Mouse liver samples for RNA sequencing analysis

We analyzed data from a biorepository previously published^20^. This biorepository was approved by an Institutional Review Board and all experiments were approved by the ACUC (Animal Care and Use Committee) of the NHLBI, NIH, and all methods were performed according to relevant guidelines and regulations from ACUC. Totally, 5 mg of liver tissue were homogenized using UltraThorax, and RNA was purified using TRIzol-RNA lysis reagent (ThermoFisher Scientific) according to manufacturer’s instructions. Each sample represents one mouse fed either NCD or HFD (D12327, Research Diet, 40% calories from fat) for 7 weeks.

### Statistical analysis

Experiments were repeated at least three times (*n* = 4–8 each) and data are shown as the representative of 3 independent experiments. A two-tailed student’s *t*-test for unpaired data (95% confidence interval) was used for comparisons between each group using Prism Software analysis software version 8 (GraphPad Software Inc.). Error bars represent standard deviation. The degree of significance was indicated as: *p < 0.05, **p < 0.01, ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

Source data are provided with this paper. The RNA-seq data generated in this study (WT vs Atg5 CD11c^KO^ mice) have been deposited in the Genbank database under accession code GSE190819. Publicly available data were downloaded from the Gene Expression Omnibus database under accession codes GSE49541 (40 mild NAFLD versus 32 advanced NAFLD patients^17^; 10.1053/j.gastro.2013.07.047) and GSE88818 (WT mice fed NCD or HFD for seven weeks^20^; 10.1038/srep40220). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Autophagy impairment in liver CD11c+ cells promotes non-alcoholic fatty liver disease through production of IL-23
**Source:** Nat Commun. 2022 Mar 17;13:1440. doi: 10.1038/s41467-022-29174-y

Autophagy impairment in liver CD11c⁺ cells promotes non-alcoholic fatty liver disease through production of IL-23

Galle-Treger & Helou *et al.*, Supplementary information.

Supplementary Figure 1

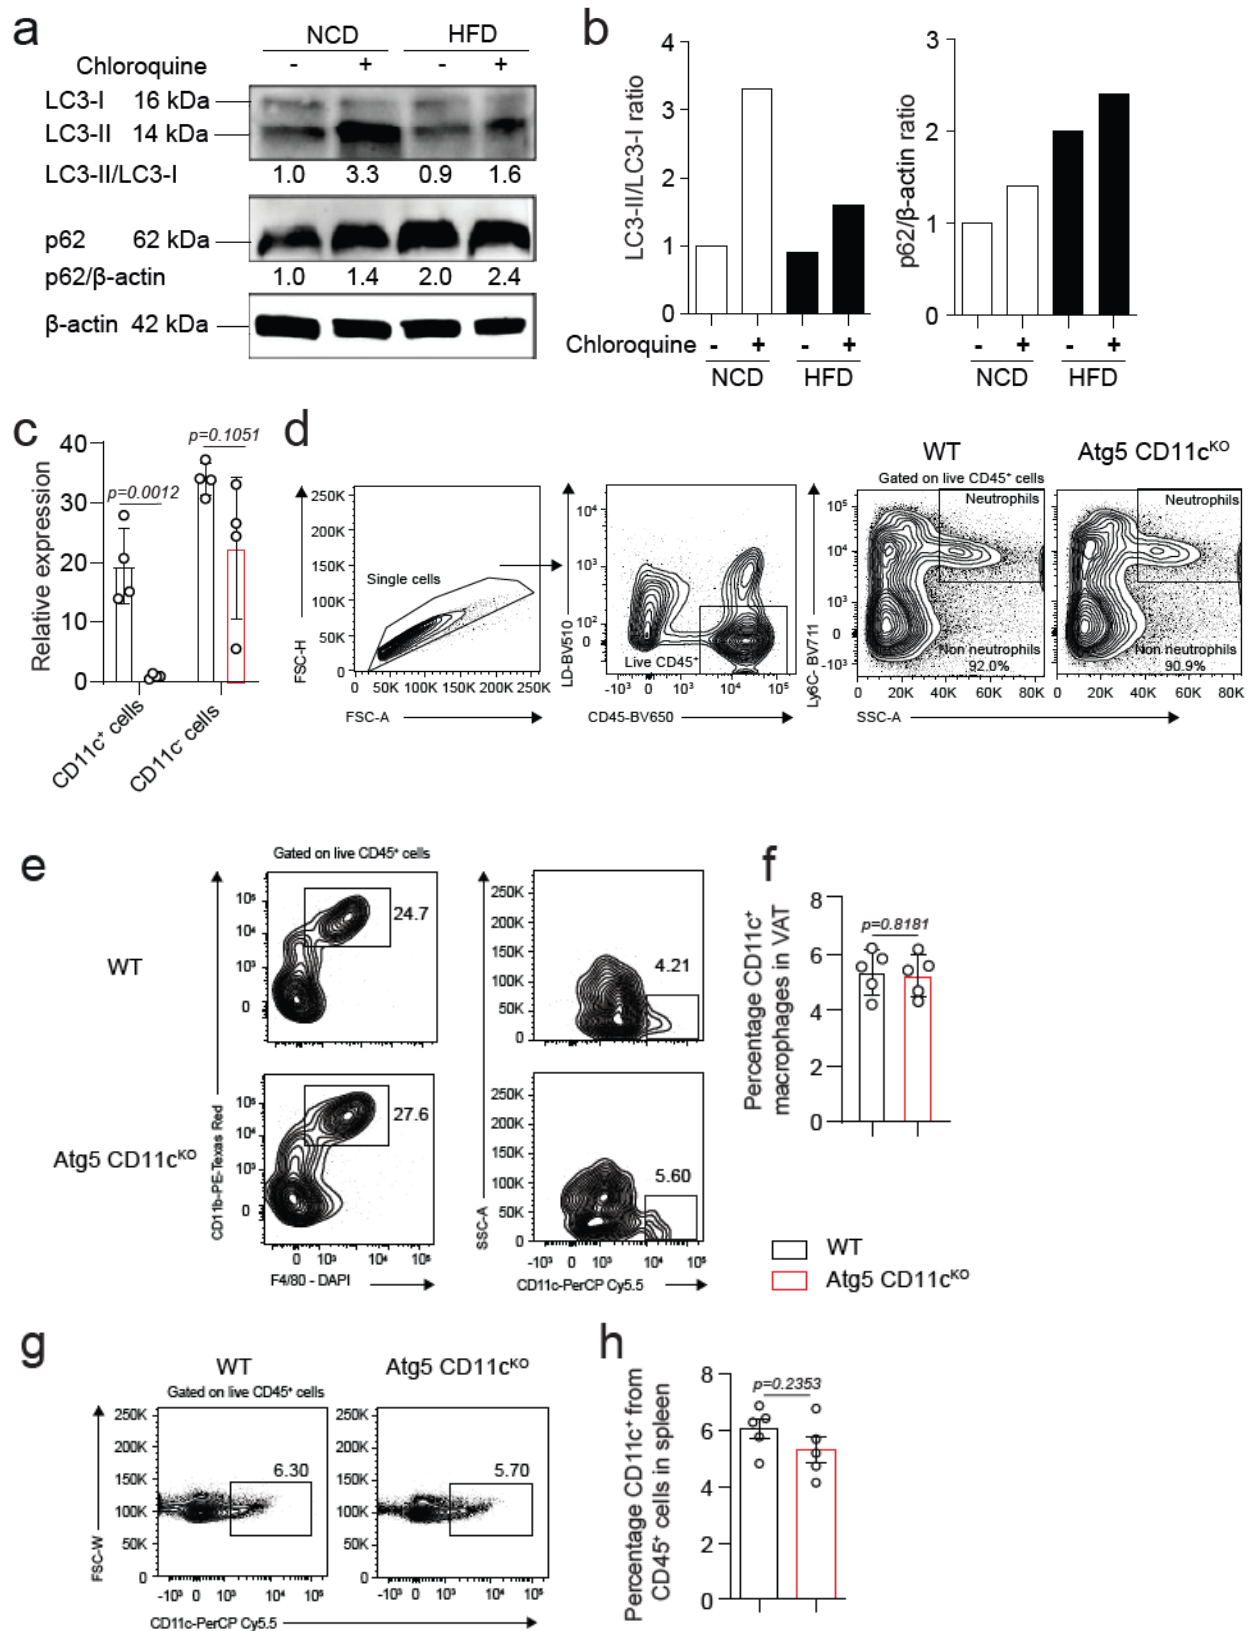

(a) Western blot analysis of LC3-II/LC3-I and p62 levels in CD11c⁺ liver cells isolated from C57BL/6 mice fed normal chow diet (NCD) or high-fat diet (HFD) for 14 weeks and cultured for 15 hours in the presence or absence of chloroquine (25μM). **(b)** Densitometric quantification of the LC3-II/LC3-I and the p62/actin ratios. **(c)** Relative expression of Atg5 in CD11c⁺ and CD11c⁻ cells in liver from WT and Atg5 CD11c^{KO} mice, n=4 mice. **(d)** Exclusion of liver neutrophils identified as SSC^{high} Ly6C⁺ CD45⁺ cells. **(e)** Gating strategy of live CD11c⁺ macrophages (CD11b⁺ F4/80⁺ CD45⁺) in VAT from WT and Atg5 CD11c^{KO} mice fed NCD. **(f)** Percentage of CD11c⁺ macrophages in VAT. **(g)** Representative dot plots of CD11c expression in splenocytes from WT and Atg5 CD11c^{KO} mice fed NCD. **(h)** Percentage of CD11c⁺ splenocytes, n=5 mice. Error bars are the mean ± SD, two-tailed Student's t test.

Supplementary Figure 2

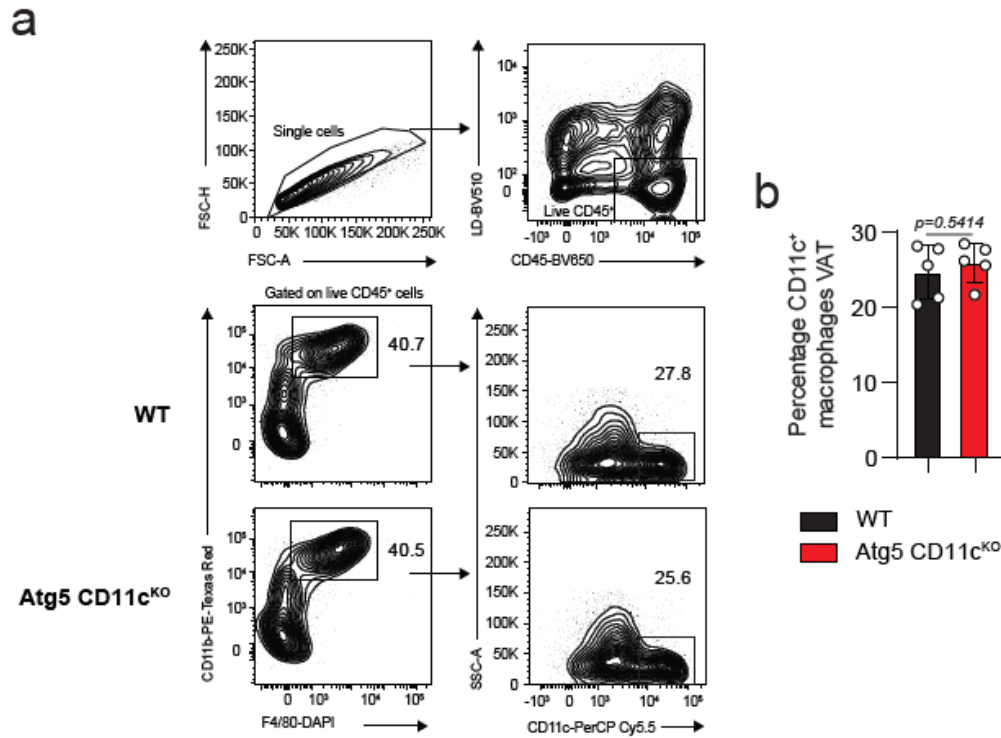

(a) Gating strategy of CD11c⁺ macrophages (CD11b⁺ F4/80⁺ CD45⁺) in VAT from WT and Atg5 CD11c^{KO} mice fed HFD for 14 weeks. **(b)** Percentage of CD11c⁺ macrophages in VAT. Error bars are the mean $\pm$ SD, ns: non-significant, two-tailed Student's t test, n=5 mice. Experiments were performed three times.

Supplementary Figure 3

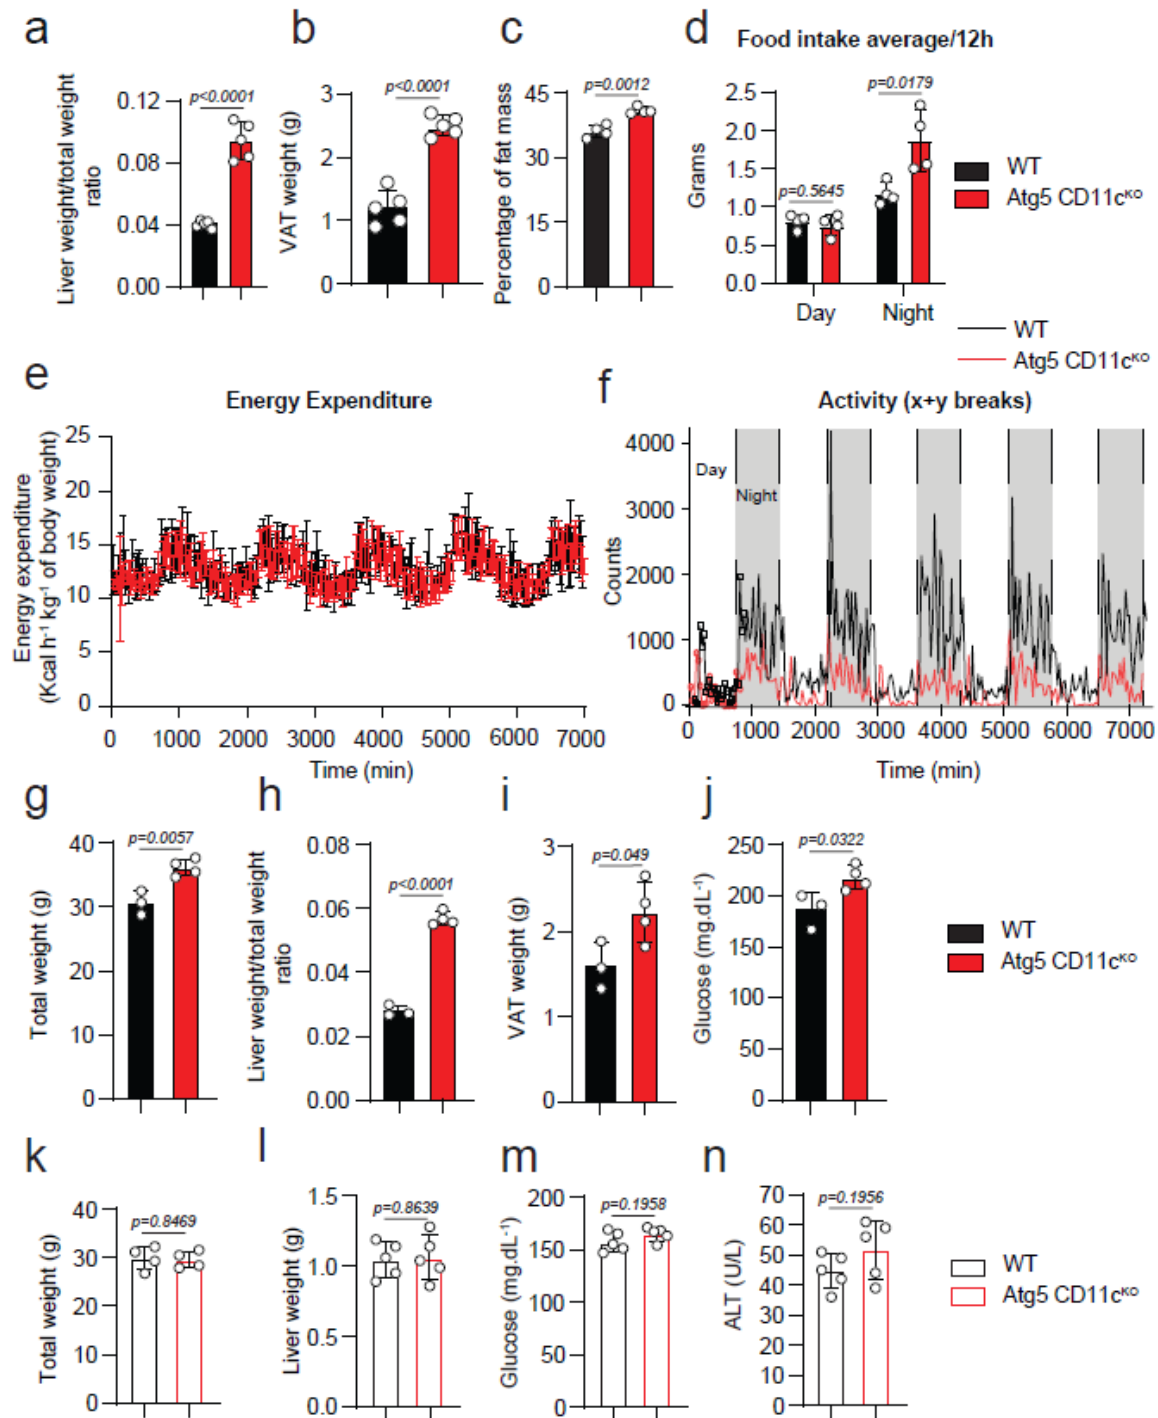

WT and Atg5 CD11c ^{KO} mice were fed HFD for 14 weeks. **(a)** Ratios of liver weight: Total weight was calculated after 14 weeks of HFD. **(b)** VAT weight was measured after 14 weeks of HFD. **(c)** The percentage of fat mass was measured using a body composition analyzer. **(d)** Food intake

average/12h were measured. CLAMS analysis was performed using individually housed groups of WT and Atg5 CD11c^{KO} mice maintained on a HFD. **(e)** Energy expenditure normalized by total body weight was measured. **(f)** Physical activity was measured. WT and Atg5 CD11c^{KO} mice were cohoused after weaning and then fed HFD for 14 weeks. **(g)** Total weights, **(h)** liver weight/ total weight ratios, **(i)** VAT weights, and **(j)** fasting blood glucose were measured after 14 weeks of HFD. WT and Atg5 CD11c^{KO} mice were fed NCD for 14 weeks. **(k)** Total weights, **(l)** liver weights, **(m)** fasting blood glucose, and **(n)** ALT levels were measured after 14 weeks of NCD. Error bars are the mean $\pm$ SD, two-tailed Student's t test, n=3-5 mice. Experiments were performed three times.

Supplementary Figure 4

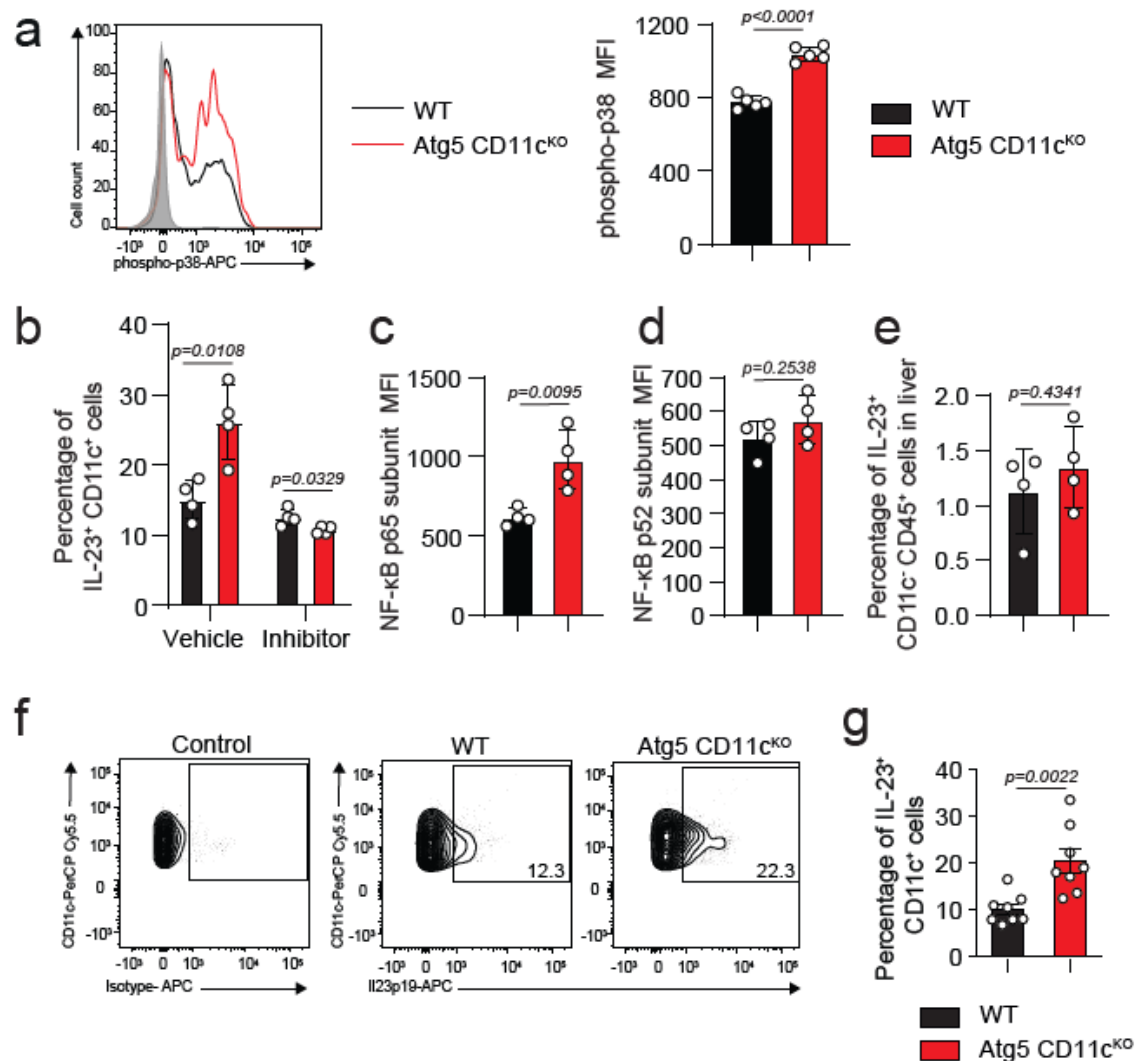

(a) Representative histogram of the expression of p38 in hepatic CD11c⁺ cells isolated from WT (black) and Atg5 CD11c^{KO} (red) mice fed HFD for 14 weeks. The level of isotype-matched stain control is shown as a grey-filled histogram (left). Corresponding quantification presented as Mean Fluorescence Intensity of p38 in hepatic WT and Atg5 CD11c^{KO} cells (right), $n=5$ mice. **(b)** Liver CD11c⁺ cells were isolated from WT and Atg5 CD11c^{KO} mice. Cells were stimulated ex-vivo in the presence of p38 inhibitor (10 μM) or vehicle (DMSO) and IL-23 expression was assessed by flow cytometry. Percentage of IL23⁺ CD11c⁺ cells after 3 hours of incubation. **(c)** Active NF-κB p65

subunit and **(d)** NF- κ B p52 subunit expressions were measured in hepatic CD11c⁺ cells isolated from WT and Atg5 CD11c^{KO} mice fed HFD for 14 weeks. **(e)** Percentage of IL-23⁺ CD11c⁻ CD45⁺ cells in liver of WT and Atg5 CD11c^{KO} mice fed HFD for 14 weeks, n=4 mice. **(f)** Representative flow cytometric plots of IL-23 expression in VAT CD11c⁺ cells in WT and Atg5 CD11c^{KO} mice after 14 weeks of HFD. **(g)** Percentage of VAT IL-23⁺ CD11c⁺ cells after 14 weeks of HFD, n=8 mice. Error bars are the mean $\pm$ SD, two-tailed Student's t test. Experiments were performed three times.

Supplementary Figure 5

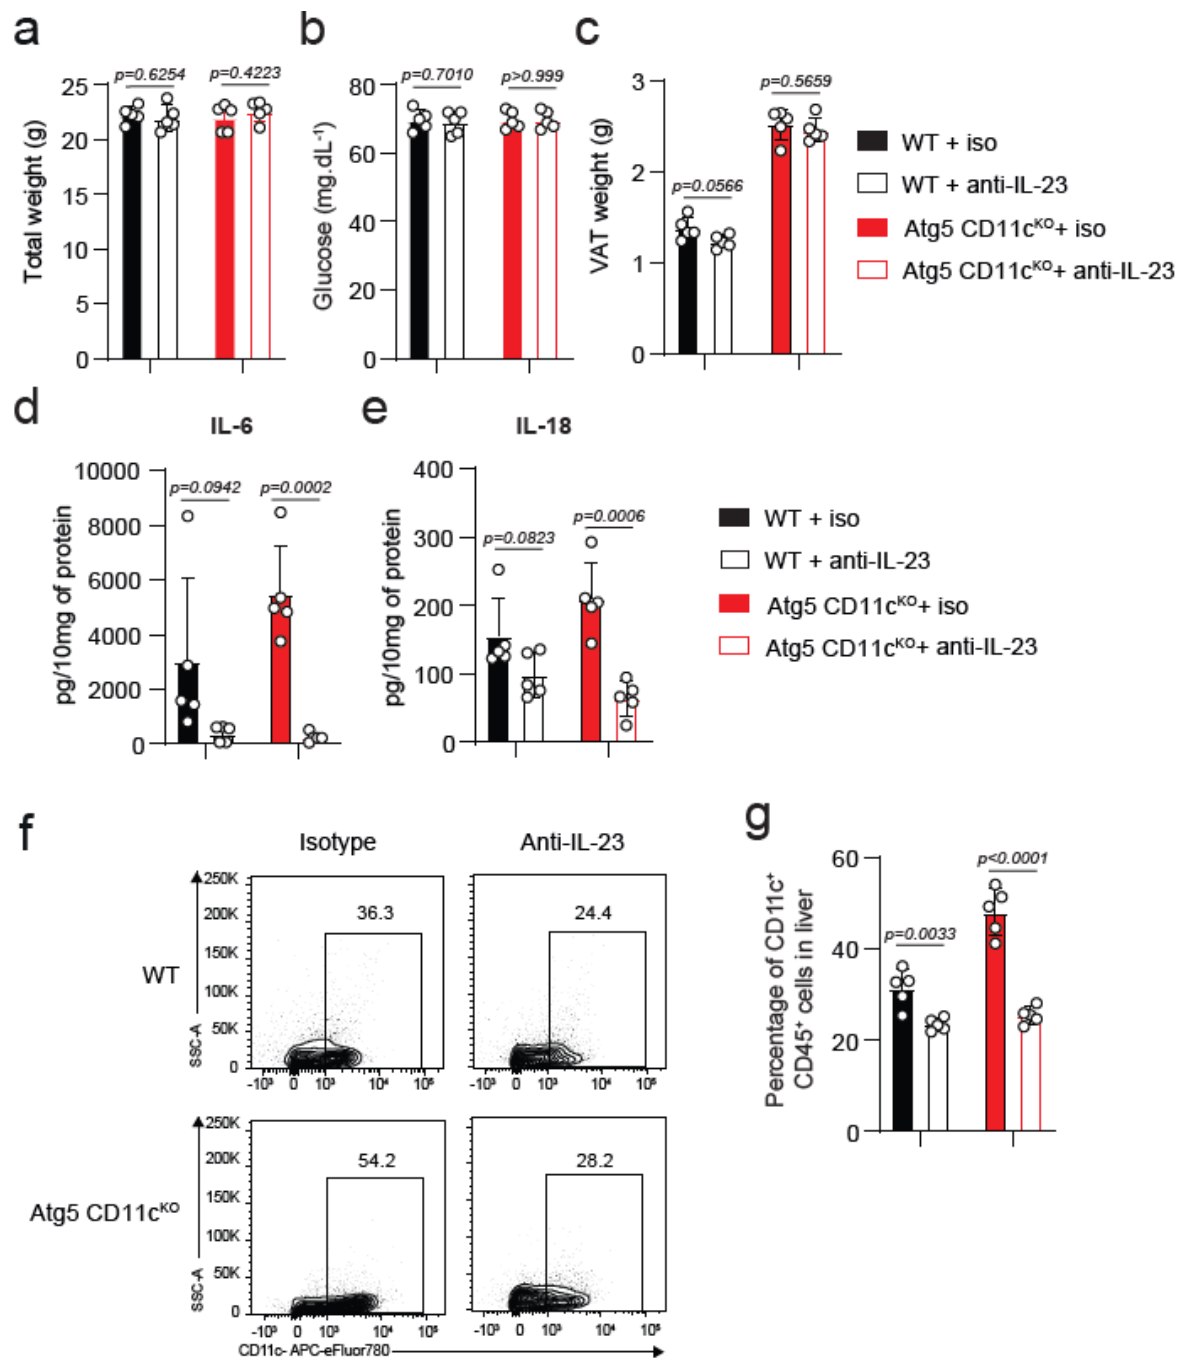

(a) Total weights and **(b)** blood glucose concentrations were measured in WT Atg5 CD11c^{KO} mice before anti-IL-23 treatment and HFD. **(c)** VAT weights were measured in WT and Atg5 CD11c^{KO} mice fed HFD for 14 weeks were treated either with anti-IL-23 antibody or isotype control. IL-6 **(d)**

and IL-18 **(e)** secretion levels were measured in liver lysates after 14 weeks of treatment. **(f)** Representative dot plots of CD11c expression in hepatic CD45⁺ cells isolated from WT and Atg5 CD11c^{KO} mice fed HFD for 14 weeks and treated either with anti-IL-23 antibody or isotype control. **(g)** Percentage of hepatic CD11c⁺ CD45⁺ cells after anti-IL-23 or isotype control treatment. Error bars are the mean $\pm$ SD, two-tailed Student's t test, n=5 mice. Experiments were performed three times.

Supplementary Figure 6

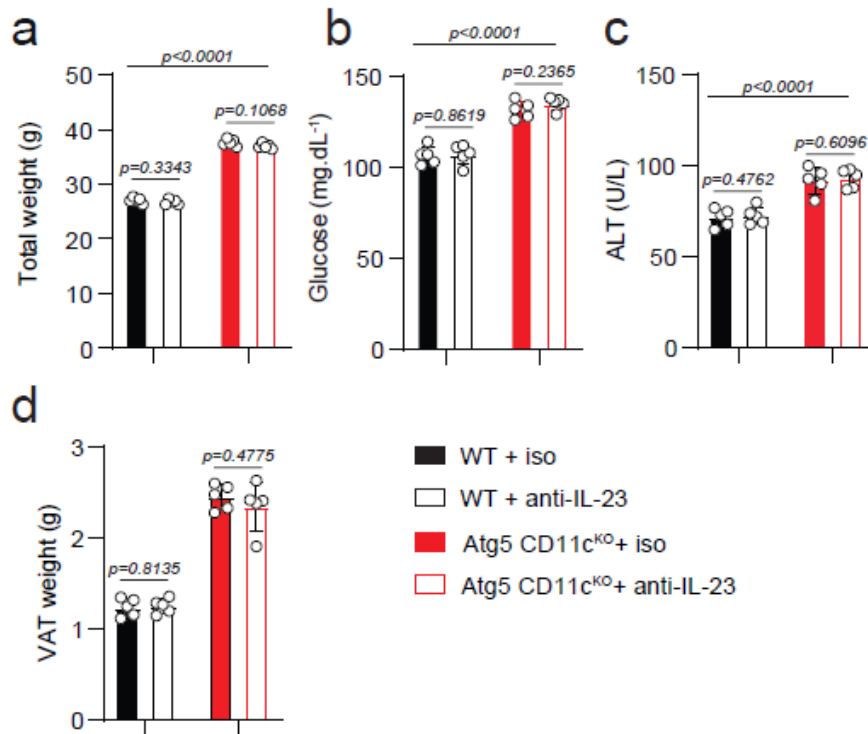

(a) Total weights, **(b)** blood glucose and **(c)** serum ALT levels were measured in WT and Atg5 CD11c^{KO} mice before anti-IL-23 treatment and after 8 weeks of HFD. **(d)** VAT weights were measured in WT and Atg5 CD11c^{KO} mice after anti-IL-23 or isotype control treatments which were started after 8 weeks of HFD. Error bars are the mean $\pm$ SD, two-tailed Student's t test, $n=5$ mice. Experiments were performed three times.

Uncropped scans of Supplementary Figure 1a blots

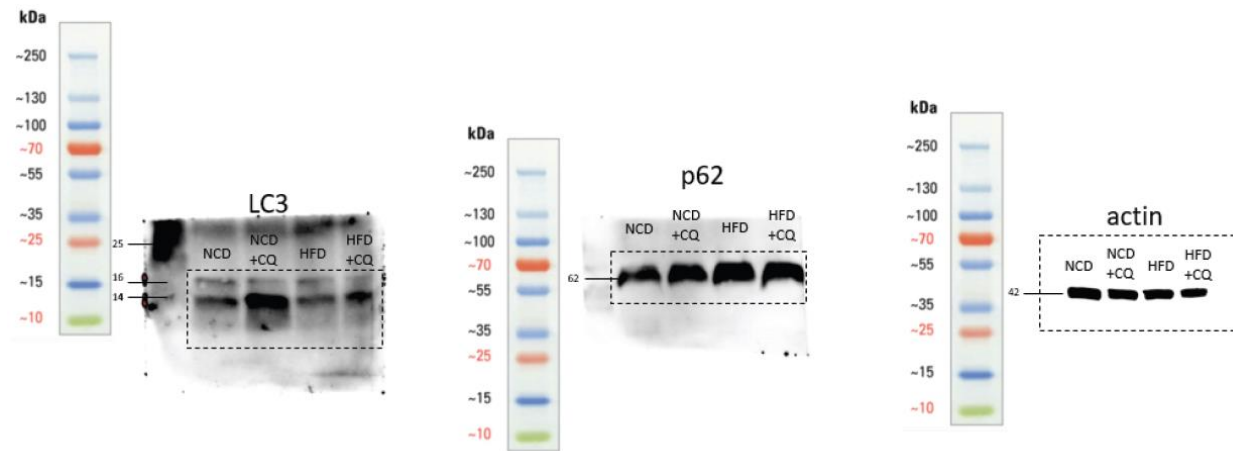

**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary material for: Autophagy impairment in liver CD11c+ cells promotes non-alcoholic fatty liver disease through production of IL-23
**Source:** Nat Commun. 2022 Mar 17;13:1440. doi: 10.1038/s41467-022-29174-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	BD FACSDiva software v8.0.1 was used for flow cytometry data acquisition. Histological sections were acquired using a Leica DME microscope and Leica ICC50HD camera.
Data analysis	Partek Genomics Suite software version 7.0 Copyright, Qiagen Ingenuity Pathway Analysis (IPA) software 2021, FlowJo software (TreeStar) version 10, Prism analysis software version 8, Leica LAS EZ software (LAS EZ 3.4).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. The RNA-seq data generated in this study (WT vs Atg5 CD11cKO mice) have been deposited in the Genbank database under accession code GSE190819. Publicly available data were downloaded from Gene Expression Omnibus database under accession codes GSE49541 (40 mild NAFLD versus 32 advanced NAFLD patients17; DOI: 10.1053/j.gastro.2013.07.047) and GSE88818 (WT mice fed NCD or HFD for seven weeks20; DOI: 10.1038/srep40220).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We used ANOVA to calculate the sample size with the assumption of power of 80%, effect size of ~0.50, and alpha less than 0.05.
Data exclusions	No animals were excluded. There was no anticipation of excluding animals once they underwent the experiments.
Replication	All attempts at replication were successful, experiments were repeated three times.
Randomization	Age-matched male mice were randomly allocated to experimental groups. Randomization process consisted of pooling all the mice in a large cage and random picking out and allocating to experimental groups. Publicly available clinical data were downloaded from Gene Expression Omnibus database under accession codes GSE49541 (40 mild NAFLD versus 32 advanced NAFLD patients ¹⁷ ; DOI: 10.1053/j.gastro.2013.07.047).
Blinding	For RNA sequencing, metabolic colorimetric assays, Western blots, and histological experiments, investigators were blinded to group allocation during data collection. No blinding was done for flow cytometry experiments as the design and conditions prevent possible sources of bias. Blinding was not relevant in other experiments since the diet-induced phenotype in WT vs KO mice was visually noticeable.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies purchased from eBioscience:
 FITC anti-mouse CD45, clone 30-F11, cat#11-0451-85, lot 2041142
 eFluor660 anti-mouse IL23p19, clone fc23cpg, cat# 50-7023-82, lot 4349114
 APC anti-human/mouse P-p38, clone 4NIT4KK, cat# 17-9078-42, lot 4325050

Antibodies purchased from BioLegend:
 APC-eFluor780 anti-mouse CD11c, clone N418, cat#117324, lot B263881
 PerCP/Cy5.5 anti-mouse CD11c, clone N418, cat#117328, lot B256450
 Alexa Fluor 647 anti-mouse Clec4f, clone 3E3F9, cat#156804, lot B308088
 BV421 anti-mouse F4/80, clone BM8, cat#123132, lot B265669
 PE-Cy7 anti-mouse Tim-4, clone RMT4-54, cat#130010, lot B317627
 APC-Cy7 anti-mouse I-A/-E, clone M5/114.15.2, cat#107628, lot B306884
 BV510 anti-mouse I-A/-E, clone M5/114.15.2, cat#107635, lot B244226
 BV650 anti-mouse CD45, clone 30-F11, cat#103151, lot B311212
 PE anti-mouse CD64, clone X54-5/7.1, cat#139304, lot B323783
 PE/Dazzle 594 anti-mouse/human CD11b, clone M1/70, cat#101256, lot B299254
 BV711 anti-mouse Ly6C, clone HK1.4, cat#128037, lot B297640

Antibodies used for immunoblots:
 LC3B Antibody (Cell Signaling Technology), Rabbit anti-mouse, cat#2775S, lot 13

SQSTM1/p62 Antibody (Cell Signaling Technology), Rabbit anti-mouse, cat#5114S, lot 6
 Anti- β -Actin Antibody (C4) (Santa Cruz Biotechnology), mouse monoclonal IgG1 κ , cat#sc-47778, lot H1420
 Goat anti Rabbit Secondary Antibody HRP (Invitrogen), cat#31460, lot VJ313046
 Goat anti Mouse Secondary Antibody HRP (Invitrogen), cat#31430, lot VK316101

Validation

All antibodies are from commercial source and have been validated by the vendors and their validation data are available on the manufacturers' websites (BioLegend: <https://www.biolegend.com/en-us/quality/product-development>, eBioscience <https://www.thermofisher.com/us/en/home/life-science/antibodies/ebioscience.html>, Cell Signaling Technology and Santa Cruz Biotechnology). Manufacturers' datasheets provide quality testing methods, validated applications, reported applications, usage instructions, application notes, publications using the antibody and other relevant data.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Four- to eight-week-old mice males were used in the studies. Atg5flox/flox and LC3-GFP mice are a gift from Dr. Noboru Mizushima (Tokyo Medical and Dental University, Tokyo, Japan). Mice were screened by using PCR, and Atg5flox/flox homozygote CD11c-Cre homozygote mice were selected for the experiments. Atg5flox/flox mice were backcrossed to B6.Cg-Tg(Iltgax-cre)1-1Reiz/J mice (CD11c-Cre, #008068, Jackson Laboratory) and bred in our facility. C57BL/6J (000664) mice were purchased from the Jackson laboratory and bred in our facility. Mice were maintained at macroenvironmental temperature of 21-22°C, humidity (48-52%), in a conventional 12:12 light/dark cycle with lights on at 6:00 a.m. and off at 6:00 p.m.

Wild animals

No wild animals were used in this study.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

All the experiments described in this manuscript were approved IACUC of USC and in complete compliance with the guidelines of IACUC of USC. Animal facilities at the USC are AAALAC accredited.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Livers were collected at the indicated times after transcardial perfusion to clear organs of red blood cells. Livers samples were digested in collagenase IV (MP Biomedicals, LLC) at 37°C for one hour and then processed on a 70 μ m nylon cell strainer (Falcon®) into a single cell suspension. Liver samples were resuspended in 30% Percoll solution and centrifuged at 750g for 20min without brake. Supernatants were discarded and pellets were resuspended in RBC Lysis Buffer (Biolegend) for 5 min. Cells were then washed and ready for staining.

Instrument

Stained cells were analyzed on FACSCanto II and/or FACSARIA III systems (Becton Dickinson)

Software

The software used to collect samples is BD Facsdiva and the data were analyzed with FlowJo version 10 software (TreeStar, Ashland, Oregon)

Cell population abundance

50 000 live CD45+ CD11c+ liver myeloid cells were sorted per mouse. Purity was assessed by analyzing sorted cells for the same markers used for sorting. Purity greater than or equal to 90% was considered satisfactory.

Gating strategy

Relevant gating strategies of CD11c+ cells in liver, spleen and visceral adipose tissue are shown in Figure 2(a,c), Figure 3a, and Supp Figure 1 (d, e, g) and Supp Fig 2a, Supp Fig 4 (a,f) and Supp Fig 5f. Briefly, the first step consisted of debris exclusion and the selection of cells on a FSC-A/SSC-A scale based on known size and granularity. Doublets that deviated from a linear increase were excluded on a FSC-A/FSC-H scale. CD11c+ cells were gated from live CD45+ cells as shown in Figure 2a. The full gating strategy of macrophages and dendritic cells was provided in Figure 3a. The boundaries between negative and positive populations were defined according to isotype and full minus one (FMO) controls

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

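RNA-seq was available for 6 libraries of hepatic CD11c+ cells from mice fed HFD for 14 weeks, 3 labelled WT (numbered 21, 22 and 23) and 3 labelled Atg5 CD11c KO (numbered 25, 26 and 27). The labels and the paper's methods gave the genotype of each library. No other experiment of the paper has data in the deposited files, so the others were left out.
As deposited, one table holds estimated counts per gene, which the authors made with bcl2fastq 2.17.1.14, STAR 2.5.3a and Partek on the build mm10. The counting step, the annotation version and the use of strand are not given in the sources used here, and 32.9% of the values are whole numbers within 1e-06, where 7.2% are zeros and 27.7% of the values above 0 are whole. A second table as deposited holds a normalized signal, which the authors made from the same counts: each value is the estimated count plus 1, multiplied by 1 factor per library that gives all libraries nearly the same 75th percentile. It lists 20388 of the 31426 genes, those that reached 10 counts in at least 1 library. In the table of estimated counts 25 gene symbols had been turned into dates, and all 25 were recovered from their coordinates in GENCODE vM21, where 99.92% of the coordinates matched after allowing for an end that lies 1 base past the annotated one.
The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Counts were rounded to whole numbers and genes were filtered with filterByExpr at its default settings. Libraries were scaled by TMM, and genotypes were compared by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. Standard errors are the log2 fold change divided by the square root of F. The thresholds of Fig. 5b, an unadjusted p under 0.05 and a 2-fold change, were applied to the same fit. The biological coefficient of variation was 0.212 over all 6 libraries and 0.142 without the library labelled WT 23.
Gene lists were tested with limma's camera on voom values at a preset correlation of 0.01, with an estimated correlation and with fry beside it, and p was adjusted over 43 lists of pathways and cell types. These lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. Another 2 lists, of pancreatic acinar and islet genes, were written after the values had been seen. The rule named every gene that the paper names for this experiment, the 10 genes with the largest changes in each direction among those that passed in all 6 libraries with at least 5 CPM and no overlap between genotypes, and up to 4 members of each list described, by adjusted p. Since no gene passed in all 6 libraries, the last 2 parts of the rule were applied to the comparison without the library labelled WT 23, a choice made after the values were seen. Amy2a2, Amy2a3 and Amy2a4, with equal counts, were all named by that rule.
The alternatives were DESeq2, RLE factors, library totals, no filter, a filter of 1 CPM in 3 libraries, limma-voom, limma on log2 of the deposited normalized values with a pseudocount of 1 or 0.1, a hepatocyte score as a covariate, and the omission of each library in turn. No paired analysis was made, because the replicate numbers of the 2 genotypes do not pair the libraries. The comparison was also repeated over all 10 splits of the libraries into 2 groups of 3.
The procedure was tested on simulated counts with 200 changed genes. With 6 libraries at the spread of these data, 47% of the genes changed 2-fold and 86% of those changed 4-fold were recovered among 17022 genes, and 6 unchanged genes were called. At the spread without the library labelled WT 23, 81% and 92% were recovered among 17657 genes, and 8 unchanged genes were called. Changed genes were picked at random and each gene was drawn independently. The recovery over 6 libraries therefore does not hold where a library departs from its labelled group and widens the spread of the genes that differ. Gpnmb, for example, had a log2 fold change of 1.50 and an adjusted p of 0.56 from edgeR over the 6 libraries as labelled. A count of 0 was read as at most 3 counts over a group, for counting error only. The network and pathway scores from IPA were left out, because its gene sets and scoring are not in the files.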

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

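Of the tests given here, the one on a library batch was set before its result was seen, and the others were chosen afterwards. Transcripts of cells that the paper does not analyse stood out in the counts. Pancreatic acinar genes held 2.75% of the counts in WT 21 and 2.73% in WT 22, and under 0.06% in each of the other 4 libraries. The markers of lipid-associated macrophages, of which the paper names Spp1, Lgals3 and Itgax, had a median log2 fold change of 2.31 without the library labelled WT 23. That median was 1.12 over all 6 libraries. With a hepatocyte score as a covariate over them it was 0.037, and the list still passed camera's test (adjusted p = 0.02).
The library labelled WT 23 stood with the Atg5 CD11c KO libraries throughout. Its Atg5 level was 1.05 times the mean of those libraries and 0.425 times that of WT 21 and WT 22, so a wrong label for this library may account for the pattern. RNA from hepatocytes and acinar cells in WT 21 and WT 22 cannot be the whole cause, since 739 genes were at least 2-fold higher in Atg5 CD11c KO cells without that library, while added RNA lowers all genes it lacks alike and the median log2 ratio of all genes on library totals was 0.00029. For a library batch, 1.98% of 2477 genes of like level fell as far as Atg5, far fewer than the share set for a batch but above the share set to exclude one, and since no batch is named and one could coincide with this division, it stays open. Low Atg5 for another reason in a separate WT animal was not tested on its own. V gene segments, whose use differs between animals, cannot decide it, since the mice behind the Atg5 CD11c KO libraries are not known. V gene use in the library labelled WT 23 correlated with Atg5 CD11c KO 25, 26 and 27 at r = 0.922, 0.925 and 0.916. With WT 21 and WT 22 it correlated at r = 0.593 and 0.568. Pairs of Atg5 CD11c KO libraries had r = 0.904 to 0.917. If these came from separate mice, such values do not tell animals apart.
Libraries also differed little within 2 sets, 1 of WT 21 and WT 22 and 1 of the other 4 libraries, which were drawn from the data and are not conditions. V gene segments of immunoglobulin and T cell receptor genes, whose use differs between animals, deviated between libraries of a set by at most 0.989 times as much as genes of like count, and by at least 1.73 times across sets. The libraries of each set may therefore be repeat libraries of 1 RNA source, or of pools that share animals, in which case the replicate spread would be technical. Counts within a set still differed by more than sampling noise, with a chi-square per gene of 5.93 to 10.1, against 201 to 208 across sets. The reporting summary counts sorted cells per mouse, but whether each library came from its own mouse is not given in the sources used here, so each was counted as 1 sample.
Hepatocyte markers were lower without the library labelled WT 23, and RNA from cells outside the CD11c+ population in WT 21 and WT 22 stays open as a cause, since all 29 acinar genes were lower too but that list was written after such genes had been seen to be high in WT 21 and WT 22, so their count decides nothing. Acinar cells are not part of the liver. The CD11c beads of the methods and the sort of CD45+ CD11c+ cells in the reporting summary both select for other cells. Acinar transcripts were still counted in WT 21 and WT 22, and how they came there was not tested. Of 9 pancreatic islet genes listed, 5 are in the table, without Ins1, Ins2, Iapp and Ppy, and none of these 5 had enough counts to be tested. One hepatocyte RNA present in differing amounts cannot explain the whole list, since the log2 fold changes of its abundant members spanned 7.51 with a standard error of 0.204, from -7.52 for Cyp3a11 through -5.30 for Mup20 and -2.43 for Alb to -0.01 for Ass1, and some members such as Trf are also expressed by macrophages. A fall caused by Atg5 deletion in CD11c+ cells cannot be told apart from these, because Alb in the library labelled WT 23 was 0.992 times the mean of the Atg5 CD11c KO libraries and that label is in doubt.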

How the results depend on the processing

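Library totals left each count, named log2 fold change and gene list on its side of the threshold, and so did RLE factors apart from the glycolysis list, which passed (median 0.086, adjusted p = 0.0496 from limma). At an adjusted p under 0.05, edgeR called 0 genes higher and 0 lower over all 6 libraries as labelled, with 2515 genes at an unadjusted p under 0.05. DESeq2 called 44 higher and 372 lower, and every other alternative apart from the omission of single libraries called none. At an unadjusted p under 0.05 with a 2-fold change, the 128 higher genes became 259 with DESeq2, 387 with no filter, 66 with the stricter filter, 368 with limma-voom and 349 on the deposited normalized values with a pseudocount of 0.1. The 695 lower genes became 1101 with no filter, 371 with limma-voom, 317 on the deposited normalized values with a pseudocount of 1 and 92 with the hepatocyte score as a covariate. The stricter filter tested fewer genes, and the hepatocyte score follows the division of WT 21 and WT 22 from the other libraries. For the other changes the cause was not tested.
Leaving out the library labelled WT 23 changed the counts at an adjusted p under 0.05 more than any other choice. Leave-one-out counts ran from 0 to 2900 higher and from 0 to 2755 lower at an adjusted p under 0.05, and from 93 to 941 higher and 444 to 1327 lower at the thresholds of Fig. 5b, where the highest of each was without the library labelled WT 23 and the other 5 gave 0 and 0, 93 to 131 and 444 to 607. Without WT 21 or WT 22, the lower genes fell to 445 and 444. Leave-one-out log2 fold changes ran from 0.15 to 0.32 for Il6ra, from 0.47 to 1.36 for Ccl22 and from -1.30 to -0.77 for Atg5, and these genes passed at an adjusted p under 0.05 from edgeR only without the library labelled WT 23. Those of Il23a ran from 0.51 to 1.07 and passed in none. Ccl22 had adjusted p of at least 0.24 in the alternatives that kept all 6 libraries.
Some small values changed sign when a library was left out: C4a ran from -0.27 to 1.28, and the list medians of the autophagy machinery from -0.021 to 0.042, of the type I interferon response from -0.20 to 0.029, of the cell cycle from -0.0065 to 0.044, of oxidative phosphorylation from -0.0093 to 0.024 and of type 2 conventional DCs from -0.066 to 0.18. With the stricter filter the autophagy machinery was at -0.0032. Atg5 passed with DESeq2, at a log2 fold change of -0.99 (adjusted p = 0.045 from DESeq2), and its adjusted p was at least 0.32 in the other alternatives with 6 libraries. The cause was not tested.
With the hepatocyte score as a covariate, which follows the division between WT 21 with WT 22 and the other libraries, 3 lists passed in place of 18. They were MHC class II presentation, lysosomal genes (adjusted p = 0.00072 from camera) and lipid-associated macrophage markers (adjusted p = 0.02 from camera), all as higher. These genes went from higher to lower: Ccl22 at -0.036, Ccne2 at -0.12, Abca1 at -0.13, Il1b at -0.0043, Tnfrsf1b at -0.037, Fas at -0.10, Sparc at -0.12, C4a at -0.98, Mmp12 at -0.024, Prdx1 at -0.0057, Srxn1 at -0.066, Hspa8 at -0.011, Nr1h3 at -0.080, Cxcl2 at -0.041, Cx3cr1 at -0.0062, Ccr2 at -0.020, Col3a1 at -0.14, Hmgcs1 at -0.17 and Abcg1 at -0.046. These went from lower to higher: Proc at 0.57, Slc10a1 at 0.060, Apoa1 at 0.039, Uaca at 0.72, Irf8 at 0.030, Clec4f at 0.19, Gzmb at 0.040, Cyp3a11 at 0.044, Amy2a1 at 0.020, Il6 at 0.24, Cd209a at 0.039, Ly6c2 at 0.052, H2-Oa at 0.11, Cuzd1 at 0.32 and Try4 at 0.10. List medians that changed sign were IL-23 and IL-17 axis at 0.0044, autophagy machinery at -0.022, canonical NF-kB target genes at -0.014, p38 MAPK genes at -0.0018, MHC class II presentation at 0.055, resident Kupffer cell markers at 0.027, NK cell and ILC1 markers at 0.035 and neutrophil markers at 0.044. Of these the MHC class II list passed as higher (adjusted p = 7.9e-05 from limma's camera), and it passed as lower without the library labelled WT 23. With this covariate the genotype effect rests mainly on the library labelled WT 23 against the Atg5 CD11c KO libraries, which differ little. The changed signs therefore do not show an effect of hepatocyte RNA. In camera's test with an estimated correlation and in fry, 0 lists passed over all 6 libraries; the median of the hepatocyte markers was -1.83 in both, with adjusted p of 0.48 and 0.30, and the IL-23 and IL-17 axis did not pass in any alternative.
No value with the hepatocyte score is given for the list of hepatocyte markers, which make up the score, and Cyp3a11 is one of them; limma-voom was not run as a separate list test because camera already used voom values, and Igfbp1 was removed by the filter over all 6 libraries, so there was no value to set its alternatives beside. Il23a had 12 to 47 counts per library and was removed by the stricter filter. At this depth a change in it of the size measured, 0.81 with a standard error of 0.49, did not pass in edgeR.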

Differences from the paper's values

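At the thresholds of Fig. 5b, an unadjusted p under 0.05 and a 2-fold change, the paper's count of genes higher in Atg5 CD11c KO cells is about 1000 in Fig. 5b, read by eye, and the count over all 6 libraries was 128. Of the alternatives set before the data were examined, the comparison without the library labelled WT 23 comes within 1.5 times the paper's count, at 941, and the others do not, at 66 to 387. The paper's count of lower genes is about 1400 in Fig. 5b, read by eye, and the count over all 6 libraries was 695. The comparison without the library labelled WT 23, at 1327, the absence of a filter, at 1101, and DESeq2, at 972, come within 1.5 times of it, and the others do not, at 92 to 692.
The paper names Ccl22, Il6ra and Il23a as induced. All 3 had positive log2 fold changes over all 6 libraries, at 0.72, 0.22 and 0.81, but none passed at an adjusted p under 0.05 from edgeR. Ccl22 and Il6ra passed without the library labelled WT 23, and Il23a passed in none of the settings. Of the 25 genes in Fig. 5c, C4a, shown as downregulated, had a log2 fold change of 0.10 over all 6 libraries and 1.28 without the library labelled WT 23, while the directions of the other 23 genes tested in all 6 libraries were those of the figure. C4a had negative values when WT 21, WT 22 or Atg5 CD11c KO 26 or 27 was left out. All 11 genes of Fig. 5d had positive log2 fold changes over all 6 libraries and without the library labelled WT 23, while Ccl22, Ccne2, Abca1 and Il1b had negative ones with the hepatocyte score as a covariate. The genes of both figures were taken from this same experiment, so shared directions are no independent support.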

Other observations

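Of the tests given here, the count of gene lists over the splits of the libraries was set before its result was seen, and the other 2 counts over splits were chosen afterwards. Over the 10 splits of the 6 libraries into 2 groups of 3, the real split and the other splits gave 0 genes at an adjusted p under 0.05 from edgeR, so 10 splits reached the real count, while 2515 genes had an unadjusted p under 0.05 and DESeq2 called 44 higher and 372 lower. At an unadjusted p under 0.05 with a 2-fold change, the real split gave 823 genes and the highest other split 803, and 1 split, the real one, reached the real count. The splits with Atg5 CD11c KO 25, 26 or 27 in place of the library labelled WT 23 gave 787, 802 and 803 genes, and the remaining splits gave 105 to 143, which points to a structure of the samples. For gene lists, the real split gave 18 that passed camera's test and the highest other 19, and 4 splits reached the real count. With 10 splits, a share under 0.05 cannot be reached.
Over all 6 libraries, 18 of the 43 lists passed camera's test with the preset correlation, 11 higher and 7 lower, and 0 passed with an estimated correlation or with fry. Without the library labelled WT 23, 26 passed, 17 higher and 9 lower. With an estimated correlation 3 of them passed, the markers of lipid-associated macrophages, of plasmacytoid DCs and of hepatocytes, and fry called 32 lists. All values that follow are from that comparison, where a shift in the mix of cells cannot be told apart from a change within cells.
Of 30 genes of the autophagy machinery, Atg5 among them, 7 were higher and 4 lower (as when adjusted over the list alone), and Stx17 had a log2 fold change of -0.72. The median of that list was 0.04 and its mean -0.02. Of 24 genes of oxidative phosphorylation, 3 were higher and 2 lower (2 and 2 when adjusted over the list alone). Of 30 cell cycle genes, 3 were higher and 2 lower (1 and 1 when adjusted over the list alone). The oxidative phosphorylation list had a median of 0.016 and a mean of 0.0033, while camera's test gave its direction as lower. These 3 lists did not pass camera's test, with adjusted p of 0.79, 0.95 and 0.79.
Of 26 NF-kB target genes, 14 were higher and 4 lower (15 and 5 when adjusted over the list alone), with Cxcl2 at a log2 fold change of 0.88 and Nfkbia at 0.44. Of 17 genes of the unfolded protein response, 10 were higher and 3 lower (as when adjusted over the list alone), with Hspa5 at 0.73. Of 18 genes of the p38 MAPK pathway, 5 were higher and 4 lower (as when adjusted over the list alone), with Dusp1 at 0.65. The median of that list was 0.11 and its mean -0.01. Of 23 genes of the type I interferon response, 8 were higher and 10 lower (8 and 11 when adjusted over the list alone), with Irf7 at -0.71 and Ifih1 at -2.04. Among the chemokine receptors, Cx3cr1 was at 2.64 and Ccr2 at 1.28, and 7 of 14 were higher and 3 lower (as when adjusted over the list alone). Of 10 genes of MHC class II presentation, 1 was higher and 5 were lower (1 and 6 when adjusted over the list alone), with H2-Oa at -0.98. The NF-kB, unfolded protein response, chemokine receptor and MHC class II lists passed camera's test with the preset correlation but not with an estimated one, where their adjusted p was 0.19, 0.11, 0.29 and 0.37, and the other 2 did not pass.
Of 10 LXR target genes, 6 were higher and 1 was lower (as when adjusted over the list alone), with Abcg1 at 0.99. Of 20 genes of cholesterol synthesis, 8 were higher and none was lower (as when adjusted over the list alone), with Hmgcs1 at 0.62. Of 16 genes of glycolysis, 7 were higher and 1 was lower (8 and 2 when adjusted over the list alone). These 3 lists passed with the preset correlation, and their adjusted p was 0.15, 0.19 and 0.14 with an estimated one.
Markers of classical monocytes were divided, with 5 of 12 higher and 4 lower (6 and 4 when adjusted over the list alone) and Ly6c2 at -1.58. Of 10 markers of patrolling monocytes, 7 were higher and none was lower (8 higher when adjusted over the list alone). Of 13 markers shared by both types of conventional DCs, 1 was higher and 8 were lower (2 and 8 when adjusted over the list alone), with Flt3 at -0.55. Of 14 type 2 conventional DC markers, 6 were higher and 5 lower (6 and 6 when adjusted over the list alone), with Cd209a at -2.67. Of 14 neutrophil markers, 1 was higher and 5 were lower (1 and 6 when adjusted over the list alone), with S100a9 at -1.61. Of 14 markers of stellate cells, 5 were higher, none was lower and 9 did not pass (7 higher when adjusted over the list alone), with Col3a1 at 4.25. Of 13 markers of sinusoidal endothelial cells, 9 were higher and 2 lower (as when adjusted over the list alone). Of 14 B cell markers, none was higher and 2 were lower (as when adjusted over the list alone), and camera gave that list an adjusted p of 0.075, against 0.031 over all 6 libraries. Of these lists, all but those of classical monocytes, type 2 conventional DCs and B cells passed camera's test with the preset correlation, and none passed with an estimated one.
Among genes with at least 5 CPM on average, Psca, which encodes a surface protein, rose the most. It had 0 and 2 counts in WT 21 and WT 22, 603 in the library labelled WT 23, and 589, 570 and 652 in Atg5 CD11c KO 25, 26 and 27. The next largest rises not yet named were those of Syngr1, Atp6v0d2, Rbm45, Fam20c, Lhfpl2, Mcf2l and Ighv4-1, with log2 fold changes of 3.33 to 4.22. Ighv4-1 is an immunoglobulin V gene segment, whose use differs between animals, so its rise need not follow the genotype. Mup8, which encodes a major urinary protein made by hepatocytes, had 631 and 419 counts in WT 21 and WT 22, 1 in the library labelled WT 23 and 0 in each Atg5 CD11c KO library. The acinar genes Cuzd1, Gp2 and Try4 had log2 fold changes of -6.04 to -5.93.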
